# A Rapid Transcriptome Response Is Associated with Desiccation Resistance in Aerially-Exposed Killifish Embryos

**DOI:** 10.1371/journal.pone.0064410

**Published:** 2013-05-31

**Authors:** Angèle Tingaud-Sequeira, Juan-José Lozano, Cinta Zapater, David Otero, Michael Kube, Richard Reinhardt, Joan Cerdà

## Abstract

Delayed hatching is a form of dormancy evolved in some amphibian and fish embryos to cope with environmental conditions transiently hostile to the survival of hatchlings or larvae. While diapause and cryptobiosis have been extensively studied in several animals, very little is known concerning the molecular mechanisms involved in the sensing and response of fish embryos to environmental cues. Embryos of the euryhaline killifish *Fundulus heteroclitus* advance dvelopment when exposed to air but hatching is suspended until flooding with seawater. Here, we investigated how transcriptome regulation underpins this adaptive response by examining changes in gene expression profiles of aerially incubated killifish embryos at ∼100% relative humidity, compared to embryos continuously flooded in water. The results confirm that mid-gastrula embryos are able to stimulate development in response to aerial incubation, which is accompanied by the differential expression of at least 806 distinct genes during a 24 h period. Most of these genes (∼70%) appear to be differentially expressed within 3 h of aerial exposure, suggesting a broad and rapid transcriptomic response. This response seems to include an early sensing phase, which overlaps with a tissue remodeling and activation of embryonic development phase involving many regulatory and metabolic pathways. Interestingly, we found fast (0.5–1 h) transcriptional differences in representatives of classical “stress” proteins, such as some molecular chaperones, members of signalling pathways typically involved in the transduction of sensor signals to stress response genes, and oxidative stress-related proteins, similar to that described in other animals undergoing dormancy, diapause or desiccation. To our knowledge, these data represent the first transcriptional profiling of molecular processes associated with desiccation resistance during delayed hatching in non-mammalian vertebrates. The exceptional transcriptomic plasticity observed in killifish embryos provides an important insight as to how the embryos are able to rapidly adapt to non-lethal desiccation conditions.

## Introduction

Arrested development is a form of dormancy in which metabolic activity is significantly depressed or even absent. It is a widespread strategy employed by many organisms, from prokaryotes to mammals, in response to unfavorable thermal, nutritional or hydration conditions [1]. Dormancy encompasses the phenomena of diapause, quiescence or cryptobiosis [2], [3], [4], [5], and can be associated with desiccation (i.e. anhydrobiosis) when long-term periods of metabolic arrest are needed for survival [6]. Interestingly, however, recent studies suggest that the molecular pathways underlying the process of dormancy show important similarities among different organisms, in spite of their very different survival strategies [1], [5].

In fish, embryonic dormancy is the most widespread form of arrested development and is often associated with dehydration tolerance, which allows survival during transient or prolonged environmental hypoxia and anoxia [7], [8]. Three major forms of arrested development have been described for fish embryos: delayed hatching, embryonic diapause, and anoxia-induced quiescence [7]. Diapause is very common among annual killifishes (Cyprinidontiformes) which inhabit ephemeral ponds in regions of Africa and South and Central America that experience annual dry and rainy seasons [7], [9]. In annual killifish, diapause may occur at three distinct developmental stages, diapause I, II and III [10], which appear to respond to different environmental cues for induction and breakage of dormancy (reviewed by [8]). Studies on diapause II (occurring after neurulation and somitogenesis, but prior to initiation of the major phases of organogenesis) and anoxia-induced quiescence embryos of the annual killifish *Austrofundulus limnaeus* show that during diapause metabolism is supported using anaerobic metabolic pathways, regardless of oxygen availability, and high ATP and a positive cellular energy status, whereas anoxia causes a severe reduction in ATP content and large reductions in adenylate energy charge [8]. In addition, in response to hypoxia-induced diapause, most cells become arrested in the G1/G0 phase of the cell cycle which may favour genome integrity for the recovery phase [8].

Delayed hatching is observed in both fish and amphibians and is typically associated with the deposition of eggs in an aerial environment [7], [11], [12], [13], [14], [15]. In contrast to diapause, delayed hatching seems to result in a reduced, but not arrested rate of metabolism and development [7]. Comparison of hatching across teleostean taxa indicates great variability in the stage at hatching and in the duration of incubation [13], and therefore the plasticity for hatching time is likely linked to the embryo’s ability to sense environmental cues [14]. An extensively studied fish model of delayed hatching is the common mummichog, *Fundulus heteroclitus*, a marine, non-migratory killifish typically inhabiting coastal marshes and inland systems [16], [17], [18], [19], [20], [21]. During the reproductive cycle of this species, gonad maturity and spawning readiness coincide with new and full moons, and spawning is thereby synchronized with the semi-lunar cycle of tides in the tide marsh habitat [22], [23]. Eggs are laid in multiple clutches at the high water mark during the high spring tides associated with new and full moons, and embryos develop in air and hatch (generally in about 14 days) when the next spring tide floods them [18], [22], [23], [24]. Northern populations of *F. heteroclitus macrolepidus* of North America may spawn throughout the tidal cycle on each high tide [25], and thus also in this case embryos will possibly be exposed to aerial incubations conditions for at least 14 days [26]. It is thought that hypoxia caused by flooding with seawater is the major cue that initiates hatching [18], but the molecular mechanisms involved are not known.

Incubation of *F. heteroclitus* embryos in aerial conditions most likely expose the embryos to higher levels of oxygen and higher temperature, which result in enhanced developmental rates, advanced or higher hatching, and larger hatchlings, with respect to embryos constantly submerged in water [19], [20], [27], [28]. Therefore, delayed hatching in *F. heteroclitus* is not associated with the depression of metabolism. However, aerially incubated embryos are likely to be also exposed to desiccation and thermal stress, and possibly osmotic stress due to water loss [26]. Laboratory-controlled experiments suggest that the low permeability of membranes of the embryonic compartments prevents significant water loss and allows prolonged survival of embryos in dehydrated conditions, regardless whether the desiccation conditions are stressful or not [26], [27]. In aerially incubated embryos at ∼100% relative humidity (RH), Tingaud-Sequeira et al. [27] found that expression of aquaporin-3a (Aqp3a) is down-regulated and removed from the basolateral membrane of the enveloping layer (EVL) epithelium [29], which may account in part for the low permeability of the embryonic membranes during air exposure. These findings thus suggest that killifish embryos are able to transduce even moderate dehydration conditions into molecular responses within few hours of air exposure. However, in more severe desiccation conditions (∼23% RH) it has been hypothesized the role of additional mechanisms involving chaperone proteins such as heat shock proteins and compatible solutes such as free amino acids, which may help to stabilize vital cellular proteins [26].

Although the plasticity of hatching is well described for fish and amphibians, the molecular mechanisms involved in the sensing and response of embryos to environmental cues are largely unknown. It is recognized, however, that adult populations of *F. heteroclitus* exhibit both physiological and adaptive responses to cope with the variable environments they inhabit, in which variations in gene expression have been shown to play a role in the evolutionary adaptation to diverse environments [21], [30], [31], [32], [33], [34], [35], [36], [37], [38], [39]. Based on these and our previous studies, we hypothesized that killifish embryos may be able to rapidly transduce environmental desiccation conditions into systemic molecular responses, even when the conditions do not result in the dehydration of embryos. In a recent comprehensive study, Bozinovic et al. [40] have described the pattern of gene expression of nearly 7,000 genes during all 40 stages of embryogenesis in a North American population of *F. heteroclitus* providing statistical support for the temporal dynamics of developmental gene expression. However, information on transcriptomic changes in embryos in response to aerial incubation is still lacking. To test our hypothesis, in the present study we generated an expressed sequence tag (EST) database from water and aerially incubated killifish embryos by Sanger sequencing containing ∼11,000 unigenes, designed a microarray, and investigated gene expression profiles of mid-gastrula embryos incubated in air at ∼100% RH for 24 h in comparison with embryos continuously immersed in water.

## Materials and Methods

### Ethics Statement

Adult killifish, *F. heteroclitus*, were collected from saltmarshes in the bay of Cádiz (southern Spain) by local fishermen using cast nets and transported to the laboratory. Since *F. heteroclitus* is not considered an endangered species, no specific permissions were required to collect the specimens in Spain. All the procedures related to the care and use of the fish were approved by the Ethics Committee of the Institut de Recerca i Tecnologia Agroalimentàries (IRTA, Spain) in accordance with the “Guiding Principles for the Care and Use of Laboratory Animals”.

### Fish Maintenance and Egg Collection

Fish were maintained in the laboratory in 500-liter tanks as previously described [41]. The tanks were provided with aerated filtered natural seawater (38‰ salinity; 1,110 mOsmol/kg H_2_O) and maintained at 24–25°C under a daily photoperiod of 14∶10 (L:D). Fish were fed daily with commercial pellets (Alpha 3, INVE) and a supplement of fresh squid twice or three times a week. Fish started to spawn naturally after 1–2 weeks of acclimation, and benthic eggs were collected daily by means of plastic trays covered by a 3-mm net placed at the bottom of the tanks [27].

### Embryo Culture

Embryos were staged according to Armstrong and Child [42] and routinely incubated in 60-mm Petri dishes with filtered seawater at 24–25°C in a temperature-controlled incubator in the dark. The Spanish population of *F. heteroclitus* employed in the present work seem to exhibit significantly higher developmental rates than those of the southern genotypes of the North American populations employed by Bozinovic et al. [40]. Thus, blastula (stage 10–11), mid-gastrula (50% epiboly; stage 17), and late neurula (stage 20–21) stages were reached at approximately 3, 6 and 24 h post fertilization, respectively, in our population [27], whereas at the same temperature (24–25°C) the southern population of *F. heteroclitus* of North America reaches these embryonic stages at approximately 11, 31 and 42–44 h post fertilization, respectively [40].

For sample collection, groups of chorion-enclosed embryos (*n* = 25–30) at the 2–4 cells stage were incubated completely submerged in water or exposed to air for up to 14 days at 24–25°C as above. The dishes were placed in sealed plastic boxes containing wet cellulose paper to maintain approximately 100% RH. At 2–4 cells, morula, blastula, mid-gastrula, and neurula stages, as well as after 48 h, or 5, 7, and 14 days of incubation, samples of embryos were collected. In other trials, embryos incubated in air for 12 days from the blastula stage were transferred to seawater, and samples were collected after 10, 20 and 30 min, and 1 h when all embryos hatched [27]. In all cases, embryo samples were collected from different batches throughout the year. Samples were deep-frozen in liquid nitrogen, and stored at −80°C until RNA extraction.

### Construction of a Multi-stage *F. heteroclitus* cDNA Library and Functional Characterization of Sequence Data

Three groups of killifish embryos were prepared for cDNA library construction: (1) pool of embryos at different developmental stages maintained submerged in water; (2) pool of embryos at different developmental stages under aerial exposure; and (3) pool of air-exposed embryos collected at different times after water addition. Total RNA was extracted from each of these groups using the RNAeasy Mini Kit (Qiagen, Hilden, Germany) following the manufacturer’s instructions. An equal aliquot of total RNA from the three pools was mixed together and cDNA was synthesized and normalized using a combination of the SMART cDNA Library Construction kit (BD Biosciences Clontech, Palo-Alto, CA) and Trimmer-Direct kit (Evrogen, Moscow, Russia) according to the protocol from Evrogen (http://www.evrogen.com/trimmer-direct.pdf). Modifications to the protocol were made concerning the columns used for size selection and the cloning vector: to improve clone size selection Chroma spin 1000 was used instead of Chroma spin 400 (both BD Biosciences Clontech, Palo-Alto, CA), and pal32 (Evrogen, Moscow, Russia) was used for directional cloning with insertion between two *Sfi*I sites (GGCCATTACGGCCGGG del(CATGTC) GGCCGCCTCGGCC. This procedure was chosen because of the low amount of starting material [43], and the normalisation process increased the efficiency of rare transcript discovery [44], [45]. Plasmids were transferred via electroporation to *Escherichia coli* (strain DH10B, Invitrogen, Karlsruhe, Germany).

Plasmids were isolated from the master library according to the method of Hecht et al. [46], and were 5′ end Sanger-sequenced using Dye Terminator Chemistry version 3.1 (ABI, Weiterstadt, Germany) and 3730XL ABI capillary sequencer systems (ABI, Weiterstadt, Germany). Sequence fasta files were processed using the script Trace2dbest software [47], which incorporated the phred [48], [49] and crossmatch (P. Green, unpublished) softwares. A minimum cut-off value of 150 bp was applied after quality control processing for sequence database searching and for generating the submission file for the GenBank EST database (dbEST) [50]. The sequences are under accession numbers GT091489-GT107174. The TGI clustering tools (TGICL) software [51] was used for clustering the fasta files, incorporating quality scores.

Killifish singleton sequences and contigs were submitted for gene ontology (GO) [52] annotation to the online version of the BLAST2GO v1 program [53]. Annotated accession numbers and GO numbers were derived with NCBI’s QBLAST (http://blast.ncbi.nlm.nih.gov/Blast.cgi), with an expectation E-value ≤10^−3^ and an HSP length cut-off of 33. Contig sequences were then annotated according to the following parameters: a pre-E-value-Hit-Filter of 10^−6^, a pro-Similarity-Hit-Filter of 15, an annotation cut-off of 55, and a GO weight of 5. Directed acyclic graphs (DAG’s) were generated using a sequence filter of 5, an alpha score of 0.6 and a 0 node score filter. A score was computed at each node by Blast2GO to highlight areas of high annotation. The data presented represent the level 2 analysis, illustrating general functional categories.

### Construction of a Killifish cDNA Microarray

The complete killifish EST bank (16,896 clones) was amplified from bacterial templates via standard PCR as previously described [54]. Following amplification, 25 µl of PCR products was concentrated by isopropanol precipitation. The pellets were dried at room temperature, resuspended overnight in 15 µl of spotting buffer (3×SSC [1×SSC is 0.15 M NaCl, 10 mM sodium citrate], 1.5 M betaine [55]) on a rotary shaker and subsequently transferred to 384-well polystyrene spotting plates (Genetix). Size and concentration of the PCR products were verified by agarose gel electrophoresis and spectrophotometric measurements.

Spotting was performed with a modified Genetix Qarray spotting robot by using TeleChem (Sunnyvale) CMP4 split pins and TeleChem SuperAmine slides. After incubation for 12 h at 20°C and 55% relative humidity, the slides were snap dried on a heating plate (200°C) for 30 s. DNA was linked to the slide surface by UV irradiation with a Stratagene UV-Stratalinker (twice at 1,200 µJ). The slide surface was subsequently blocked as described previously [55]. Slides were stored at room temperature and protected from light and humidity until further use.

### Microarray Experimental Design and Hybridization

Groups of embryos (*n* = 25–30) at the mid-gastrula stage were incubated in the dark in seawater or in air at approximately 100% RH as indicated above. After 30 min, and 1, 3, 6, 12 and 24 h, embryos from each group were frozen and stored at −80°C. Samples of embryos at 2–4 cells and mid-gastrula stages from the same batches were also collected. Embryo samples used for microarray analysis were from three independent incubation experiments employing batches of embryos collected at different times during the year. Thus, three biological replicates were employed for microarray analysis. The RNA was extracted as indicated above, except that for 1–2 cells stage embryos the RNeasy Lipid Tissue Mini Kit (Qiagen) was used.

Total RNA (0.5 µg) from each group of embryos was amplified and labelled with fluorescent cyanine dye 3 (Cy3) employing the Ambion MessageAmp™ aRNA amplification kit (Applied Biosystems). RNA quality control and quantification and labeling efficiency was measured by agarose gel electrophoresis and fluorescence scanning of the gel with a Fuji FLA-8000 scanner at 532 and 640 nm followed by subsequent staining of the gel with ethidium bromide. Labelled cDNAs were purified by using Microcon YM-30 spin columns (Millipore). The Cy3-labelled cDNAs from three biological replicates were hybridized independently to the microarray. For each hybridization, the Cy3-labeled reference (gastrula embryos at 25–75% epiboly) and experimental sample were pooled and mixed with 2 µl of a DNA mixture consisting of 2.5 µg of herring sperm DNA (Invitrogen)/µl, 25 ng of acetylated bovine serum albumin (Promega)/µl, and 0.6 µM unlabeled oligonucleotides. The mixture was concentrated with a SpeedVac (volume of 3 to 5 µl), resuspended in 50 µl of DIG Easy Hyb buffer (Roche Diagnostics), and denatured at 95°C for 3 min prior to transfer to the slide surface. Hybridizations were conducted for 16 h at 42°C in a hybridization chamber (Scienion AG). After washing (once with 0.2×SSC-0.1% [wt/vol] sodium dodecyl sulfate and twice with 0.2×SSC for 5 min) and drying by centrifugation, the slides were scanned with a GMS 418 microarray scanner (MWG Biotech AG). Image processing and grid placement were achieved with the AIDA image analysis software package (Raytest).

### Microarray Data Analysis

The raw fluorescence intensity data were processed and normalised using quantile normalisation (log_2_; [56]). Only probes that could be associated with a unique EST were used for the bioinformatic analyses. Differential expression between experimental groups was assessed by using linear models and empirical Bayes unpaired moderated *t*-statistics. The expression ratios and their corresponding moderated bayes *p*-values, were obtained for the studied pairwise comparisons (air *vs*. water incubated embryos at different time points). Determinations of false discovery rates (FDR) were performed using the Benjamini-Hochberg procedure [57]. Heatmaps of expression profiles were made showing hierarchical clustering using euclidean distances. All computations were done using Limma R-package software [58]. The significance level was set at *p*<0.01. The microarray data have been deposited in NCBI’s Gene Expression Omnibus (GEO) [59] and are accessible through GEO Series accession number GSE19424 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE19424).

### Validation of Microarray Results by Real-time Reverse Transcription PCR

A subset of differentially expressed genes (*n* = 20) were selected to validate the fold changes values detected by microarray using quantitative real-time reverse transcription PCR (qPCR) on the same RNA samples than those employed for the microarray. An aliquot corresponding to 0.5 µg was reverse transcribed using 0.5 µg oligo(dT)_17_, 1 mM dNTPs, 40 IU RNase inhibitor, and 10 IU MMLuV-RT enzyme (Roche), for 1.5 h at 42°C. qPCR was performed with an ABI PRISM 7900HT Sequence Detection System (Applied Biosystems) using Power SYBRGreen PCR Master Mix (Applied Biosystems). Amplification was in a final volume of 20 µl, containing 10 µl of the master mix, 2 µl of cDNA diluted 1∶10 and 0.2 µM of each gene specific oligonucleotide primer. Primer3 software [60] was used to design primers. *F. heteroclitus* ornithine decarboxylase (*odc*) was used as a reference gene, since its expression between experimental samples did not show significant differences (data not shown; [27]). The cycle was set as follows: activation for 120 s at 50°C and initial denaturation for 10 min at 95°C, followed by 40 cycles at 95°C for 10 s (denaturation) and 63°C for 60 s (annealing and extension). A final step, decreasing the temperature from 95°C to 60°C and increasing from 60°C to 95°C, was used to determine the melting curve. Negative control samples were also run in which the template was not added. The threshold cycle number (Ct) was determined for all PCR reactions. Formation of primer dimers was checked by adding water instead of cDNA in the reaction mixture. The linear correlation between the quantitative-PCR and microarray data was performed based on the log mean values. Log_2_ fold changes were assessed using -(T-C) where T = delta Ct of gene of air incubated embryos and C = delta Ct of gene of water immersed embryos. The Spearman’s rank correlation with microarray was determined using SigmaPlot version 12.0 (SPSS Inc.).

## Results and Discussion

### Characterization of a Multi-stage *F. heteroclitus* Embryo Transcriptome

To obtain a representative picture of the adaptive transcriptome response of embryonic *F. heteroclitus*, a total of 16,896 clones were Sanger-sequenced from a normalized embryo cDNA library constructed from embryos at different stages incubated in water or in air. After extensive quality control, 15,686 ESTs were identified, which represent 92.8% of the total ESTs sequenced. Clustering analysis yielded 2,251 contigs (containing 40.5% of the input sequences) and 9,337 singletons (representing 59.5% of the input sequences), resulting in the identification of 11,588 different transcripts (corresponding to 73.9% of the whole sequencing program) (Table 1). Most of the contigs presented two members, although almost one third of the total number of contigs (37.9%) included more than two members (Table 1 and Figure S1A). The average number of ESTs per contig was 284, and the average length of the assembled sequences was 800–900 bp (Figure S1B). Almost 40% of the assembled sequences were 500–700 bp in length and the remaining ones were longer. The longest contig was 2204 bp in length. Most of the 9,337 singletons were 500–700 bp in length.

**Table 1:** Features of the *Fundulus heteroclitus* multi-stage embryo EST databank constructed in this study.

	No.	%
Total ESTs	15,686	–
Unigenes	11,588	73.9
Contigs	2,251	40.5
Contigs with >2 members	853	37.9
Singletons	9,337	59.5
Redundancy	6,349	40.5
BLAST hits	4,061	35.0

The EST annotation and GO analyses provided product or gene names for 4,061 sequences (35% of the total sequences), whereas 7,527 ESTs (65%) did not show significant similarity to any known protein in public databases. This low number of annotated ESTs is possibly partially caused by the relatively low number of deposited sequences from *F. heteroclitus* in GenBank (∼90,000 sequences) when compared to other model species such as the zebrafish (*Danio rerio*; ∼2,000,000 sequences; http://www.ncbi.nlm.nih.gov/sites). Other causes may be the presence of remaining genomic contamination during RNA extraction and long 5′ or 3′ UTRs of some transcripts. In any case, the most abundant ESTs (represented 10 times or more) in our normalized library of killifish embryos corresponded to cytoskeletal proteins (myosin, actin-related protein, thymosin), metabolic enzymes (fructose-bisphosphate aldolase, glutamate dehydrogenase, ATP synthesis-related proteins), protein biosynthesis (eukaryotic translation initiation factor 4A1), and S100 calcium binding protein V2 (Table S1). Interestingly, genes potentially involved in responses to hypoxia (cytochrome c oxidase subunit 4 isoform 1), oxidative stress (glutathione peroxidase 4) and ion transport (FXYD domain containing ion transport regulator 11b, voltage-dependent anion channel 3) were also highly represented (Table S1).

The majority of the functionally annotated sequences had GO assignments for molecular function (737 ESTs), cellular component (808 ESTs) and biological process (621 ESTs) categories (Figure S1C). Sequences with GO terms corresponding to molecular function fell into 10 categories, the annotation being well distributed with more sequences related to catalytic activity (31%), binding function (26%), structural molecular activity (13%), signal transduction (11%) or transporter activity (10%). Other functions were less represented (>5%) such as motor activity, transcription regulation, antioxidant function or translation regulator activity. Regarding biological process, most of the sequences (91%) were related to metabolic processes, including anabolism and catabolism as well as DNA repair and replication, and protein synthesis and degradation. The category of the cellular component most represented was the extracellular region (68%), i.e. the space external to the outermost structure of a cell, followed by protein complex (19%) and synapse (9%). The results of the GO analysis thus suggest that most of the genes being enriched during *F. heteroclitus* embryogenesis [40] were well represented in our library.

### Time Course of Transcriptome Changes in Response to Aerial Incubation

In the present study, we aimed at investigating changes in the transcriptome of *F. heteroclitus* embryos exposed to air *vs*. embryos continuously submerged in seawater. Previously, we have shown that aerial incubation of killifish embryos at the blastula stage under 100% RH enhances the developmental rate with respect water-immersed embryos, six days of air exposure being able to advance the mean hatching time by four days [27]. Under these conditions, it seems that embryos can transduce the desiccating environment into molecular responses, such as the down-regulation of *aqp3a* both at the RNA and protein levels [27]. In a recent study, Chuaypanang et al. [26] showed that mid-stage *F. heteroclitus* embryos exhibit the highest degree of desiccation resistance, and therefore we first tested whether aerial incubation of mid-gastrula embryos can advance development. Figure 1A shows that 1 h of aerial incubation can indeed enhance the rate of epiboly in developing mid-gastrula embryos, since in these embryos a slight advancement of the epiboly process is clearly observed (Figure 1A, arrows). By approximately 3 h, the gastrulation process is completed in aerially incubated embryos, whereas this process is delayed in water-immersed embryos. At longer times of aerial exposure (6 to 24 h), the differences in the developmental rates between air and water incubated embryos are more evident at the level of the differentiation of the eye and otic vesicles (Figure 1A, arrowheads), as well as in the initiation of skin pigmentation. These differences are also reflected in the pattern of oil droplets within the yolk sac, which are smaller and appear more dispersed in aerially incubated embryos (Figure 1A), likely suggesting an enhanced lipid mobilization process.

**Figure 1:**
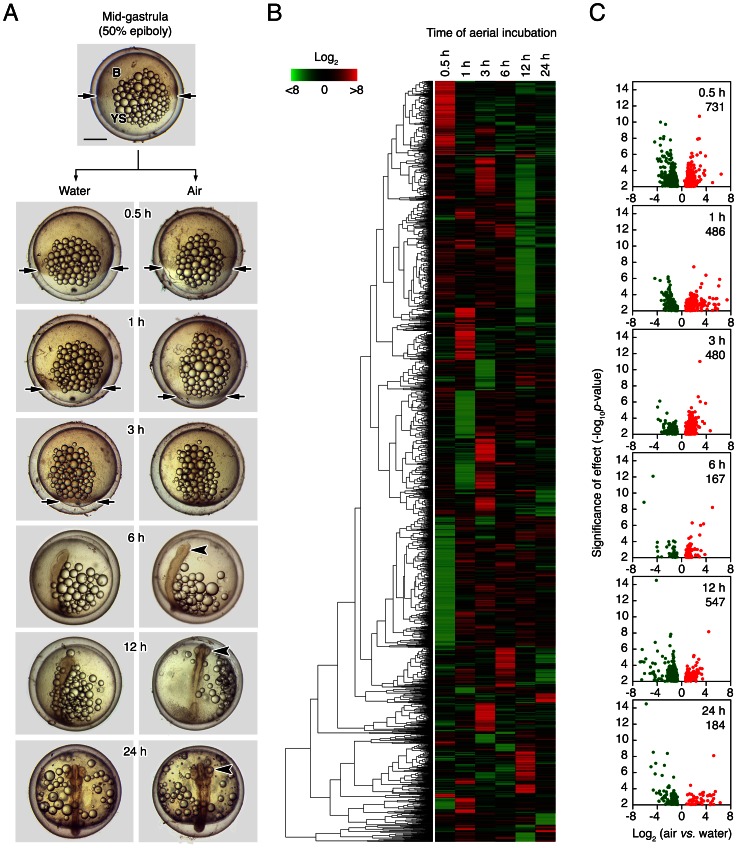
Stages and differential expression of *Fundulus heteroclitus* embryos incubated in water or exposed to air. (**A**) Representative photomicrographs of mid-gastrula embryos (50% epiboly), and of developing embryos after 0.5, 1, 3, 6, 12 and 24 h of aerial incubation at ∼100% RH as indicated. Note that aerial incubation enhances the rate of development, as indicated by the acceleration of epiboly (arrows) and the differentiation of eye and otic vesicles (arrowheads) in air exposed embryos with respect water submerged embryos from the same batch. (**B**) Hierarchical clustering of 2,381 putative genes that changed significantly (*p*<0.01) between air and water incubated embryos at each time point shown in A. Distances are measured using euclidean distance. Results are expressed as a matrix view of expression data where rows represent sequences and columns represent time points. The intensity of each colour denotes the standardized ratio between each value and the average expression of each sequence across all time points. Red pixels correspond to an increased abundance of mRNA, whereas green pixels indicate decreased mRNA levels. The list of all significantly regulated genes is given in Table S2. (**C**) Pairwise differences at each time point during aerial incubation. Significances of differences as −log_10_(*p*-values) are plotted against log_2_ differences in expression (air *vs*. water). Colors in these plots correspond to the colors of the gene tree in panel 1B.

The above observations indicate that mid-gastrula embryos are able to accelerate development in response to aerial incubation, and these embryos may also show high desiccation resistance [26]. To investigate whether the transcriptome of these embryos is altered due to aerial incubation, we determined changes in gene expression after 30 min and 1, 3, 6, 12 and 24 h of aerial exposure by cDNA microarray analysis. 

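Transcript levels were measured on a spotted cDNA array of 17280 clones from the embryo library. The 14 groups of embryos were hybridised to 3 slides each, 42 in all: the 2–4 cell stage, mid-gastrula, and embryos kept in air or in water for 0.5, 1, 3, 6, 12 or 24 h after mid-gastrula. Mid-gastrula is at 5 h after fertilization in the sample labels and at 6 h in the paper. The methods describe 3 independent incubations with batches of embryos collected at different times of the year. The labels number the slides of a group 1 to 3 without naming the incubation, so n = 3 throughout, which limits the precision. RNA was amplified (0.5 µg of total RNA) and labelled with Cy3. The methods mention a Cy3-labelled gastrula reference pooled with each sample, and each spot has 1 reading, so a reference in the same dye would enter the same reading.
The authors' scanner values give, per clone, the net, raw and local background intensity as the mean over the spots of that clone. Their processed values are log2 net intensities after quantile normalization, and the values show that net intensities under 10 were first set to 10. Here, the raw intensity was corrected for the local background with normexp (offset 50), quantile normalized and tested with limma over all 14 groups, for the 15658 clones with readings. Of these clones, 6085 have a protein match and 3212 carry a gene name used here, mostly from matches in other species. Each log2 difference is air minus water, its error is the standard error from limma, and p was adjusted by Benjamini-Hochberg over all clones at 1 time. A gene rose or fell where its adjusted p was under 0.05.
Raw intensity over local background was 1.84 to 9.84 per array (median 5.78), and 64.4 to 94.4% of clones were above the empty spots (median 90.6%). A clone not above the empty spots on any array of a group has only a bound, given as "at least". The bound sets the brighter group's mean against the mean, per array, of the lowest signal above background or the clone's own signal, whichever was higher. In 3 arrays against 3, values lie apart by chance for 10% of clones. Clones picked by a rule for their large changes, or as list members, had to lie apart, so that this carries no evidence for them. The arrays fall into 2 scan groups by how the names of the scanner files spell the dye. Every comparison of air with water lies within 1 scan group, except at 0.5 and 12 h. At 0.5 h air replicates 2 and 3 were in the other group, and at 12 h water replicates 1 and 2 were. The comparisons at 0.5 and 12 h were therefore also fitted with the scan group as a block. This block is 1 offset per clone for all arrays, and moves a clone's difference by the same amount at both times. The deviations of the scan groups at these times correlated at −0.482 across clones. Values with the block thus rest on an offset that the 2 times did not share. Fits were also made within one scan group (air replicate 1 against the 3 water arrays at 0.5 h, and the 3 air arrays against water replicate 3 at 12 h). The lone array was taken to vary like the other groups, and these fits within one scan group were added after seeing the data. Of the 2381 genes that Table S2 lists, 1964 are in the copy used here, so that no overlap was tested against it.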

The microarray used was constructed from the EST collection obtained from the multi-stage *F. heteroclitus* embryo cDNA library, and contained 11,588 unigenes from which 4,061 sequences could be annotated. Although this number of genes is not the full complement of genes expressed in vertebrates, it may provide a statistically robust measure of differences between air and water incubated *F. heteroclitus* embryos, and therefore may still be useful for exploring embryo responses to the altered environment [40].

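Genes of the plasma and yolk syncytial layer, among them carriers of lipids and iron, complement proteins and proteinase inhibitors, changed at more times than any other of 18 gene lists. The mean of their 65 clones fell at 0.5, 1 and 6 h of air exposure and rose at 3 and 12 h, against all other clones (camera, adjusted p under 0.05), while 18, 1 and 0 clones fell and 6 and 5 rose on their own. The other lists are given by their means in the same way. Globins and other erythroid genes, the carriers of oxygen in red cells, fell at 6 h and rose at 12 h. Genes of the mitochondrial genome, which encode subunits of the respiratory chain, fell at 0.5 h and rose at 6 h. Ribosomal proteins, the parts of the translation machinery, fell at 0.5 and 1 h and rose at 3 h, where their mean was −0.03 without background correction and with median scaling (adjusted p = 0.952 and 0.908). With an estimated correlation between clones, the mitochondrial rise (adjusted p = 0.205) and the 3 ribosomal changes (0.205, 0.286 and 0.286) were lost. Lens and photoreceptor genes fell at 1 h and cell cycle and chromatin genes at 3 h, and neither passed with an estimated correlation (adjusted p = 0.181 and 0.205). Proteinases and their inhibitors rose at 12 h and hatching enzymes at 24 h.
These are 16 of 108 combinations of a list and a time, 7 higher and 9 lower. Lists of nuclear oxidative phosphorylation, glycolysis, translation factors, chaperones, antioxidant enzymes, ubiquitin and proteasome, keratins, muscle, fatty acid and sterol transport, and water and ion transport passed at no time. Under the estimated correlation, 10 combinations passed: mitochondrial genes at 0.5 h, plasma genes at all 5 of their times, globins at 6 and 12 h, proteinases at 12 h and hatching enzymes at 24 h. With 1 value per protein, 13 of 102 passed, and fry, which asks only whether a list moved 1 way, gave 16.
Of all 15658 clones, 3465 (22.1%) had an unadjusted p under 0.01 at 1 or more times, where 916 were expected with no effect, and 634 had an adjusted p under 0.05.

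**Figure D1:**
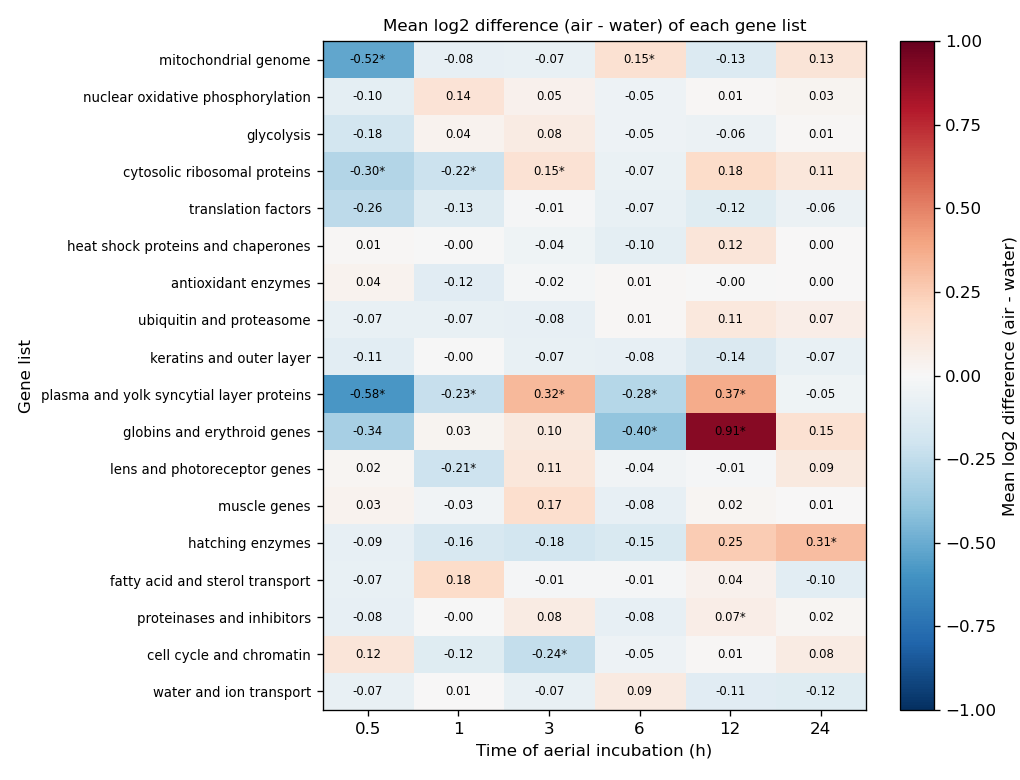
Mean log2 difference between air and water (colour) of 18 gene lists (down) at 6 times of air exposure (across, h), with an asterisk where camera gave an adjusted p under 0.05. Plasma and yolk syncytial layer proteins fell by 0.58 on the log2 scale at 0.5 h and rose by 0.32 at 3 h, and ribosomal proteins at 3 h turn sign without background correction and with median scaling.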

The expression of a total of 2,381 different genes (21% of 11,588), from which 806 genes could be annotated, was found to differ significantly (*p*<0.01) between water and air incubated embryos during the time course of aerial incubation, in which embryos develop from stage 17 up to approximately stage 21 [42] (Figure 1A and B; Table S2). qPCR validation verified expression differences on a subset of differentially expressed genes (Figure S2). Throughout the same stages during *F. heteroclitus* embryogenesis, Bozinovic et al. [40] reported differential expression of 217 (annotated) genes, thus a lower number of genes than in the present study. Also, in this previous study log_2_ fold changes in expression for most genes were found around ±3 or lower, whereas in our experiment these values tend to be higher (Figure 1C). These observations may indicate that the altered transcriptome associated to the progression of development under aerial incubation may be a minor event when compared to the specific response to the desiccation challenge. 

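At 12 h, cathepsin Z (clone sb010P0020J15), a lysosomal cysteine proteinase, was at least 29.1-fold lower in air (adjusted p = 0.00039). Cytochrome c oxidase subunit Va (sb010P0029J04), a nuclear-encoded part of the last respiratory complex, was at least 27.2-fold lower (adjusted p = 0.0189), and zgc:153321 (sb010P0029F16), named after a zebrafish clone, at least 8.08-fold lower (adjusted p = 0.00276). None of these was well above background in air. A clone named after the bacterial protein Slr1753 (sb010P0001L01), not well above background in water, was at least 4.84-fold higher in air (adjusted p = 0.0278). In all 4 cases the 3 air arrays lay apart from the 3 water arrays. The adjusted p of cathepsin Z, cytochrome c oxidase subunit Va, zgc:153321 and Slr1753 protein was 0.0105, 0.166, 0.0682 and 0.173 with the scan group as a block, and 0.0391, 0.269, 0.187 and 0.269 within one scan group. The call ended for cytochrome c oxidase subunit Va without water replicate 2 or air replicate 1 or 3 (adjusted p = 0.0787 without air replicate 3) and Slr1753 protein without each array in turn except air replicate 2 (adjusted p = 0.261 without air replicate 3). Calls ended without background correction for cytochrome c oxidase subunit Va and Slr1753 protein and with median scaling for Slr1753 protein (adjusted p = 0.000227 to 0.113 over 7 settings).
Log2 differences beyond 3 in size with an unadjusted p under 0.01 were given by 4, 8, 1, 2, 11 and 8 clones at 0.5, 1, 3, 6, 12 and 24 h.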

Interestingly, the highest number of differentially expressed genes (731, 31% of 2,381) was noted after only 30 min of air exposure, with most of the genes (61%) being down-regulated and showing slightly higher significant differences (Figure 1C). 

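At 0.5 h, 118 clones rose and 259 fell (adjusted p under 0.05, limma), and 1006 had an unadjusted p under 0.01, where 156.58 were expected by chance. Among the named clones with the largest changes, gss (glutathione synthetase, which makes glutathione) fell, with a log2 difference of −3.04 (clone sb010P0034D18, standard error 0.54, adjusted p = 0.000852). The C-type lectin-like clec200 had −2.40 (clone sb010P0002C17, standard error 0.42, adjusted p = 0.000835) and a protein known from a zebrafish clone only −2.24 (clone sb010P0006B11, standard error 0.24, adjusted p = 5.83e-07, above background on 1 of 3 air arrays). In each the 3 air arrays lay below the 3 water arrays. For gss, clec200 and the last, the fit with the scan group as a block gave −3.16, −2.75 and −2.50 (adjusted p = 0.0126, 0.00412 and 4.17e-06), and the comparison within one scan group −3.23, −2.999 and −2.75 (adjusted p = 0.0241, 0.0035 and 1.77e-06). The last moved to −3.44 with the authors' processed values.
Of the genes named by the paper, chosen on the same arrays, 14 clones rose and 14 fell at 0.5 h (32 and 18 adjusted over the list alone, which is not independent evidence). Of these 28 calls, 10 held with the scan group as a block and 9 within one scan group, where 26 kept their sign. Of the 28, 11 held whichever array was left out. Over all clones, 120 passed with the block and 209 within one scan group, and with only the 6 arrays of the comparison limma gave 0 calls, with 1455 clones at an unadjusted p under 0.05. Without air replicate 1 the count rose to 1007, and without other arrays it was as low as 177. Of the clones with an unadjusted p under 0.01, 39.1% were higher in air, and 55.7% with median scaling, which moves the median of all clones by 0.12. On a score of −1 at 2–4 cells and 0 at mid-gastrula, the air arrays were at −0.196 ± 0.068 and the water arrays at −0.071 ± 0.012 (SD, n = 3), so that the air arrays lay nearer the 2–4 cell profile.

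**Figure D2:**
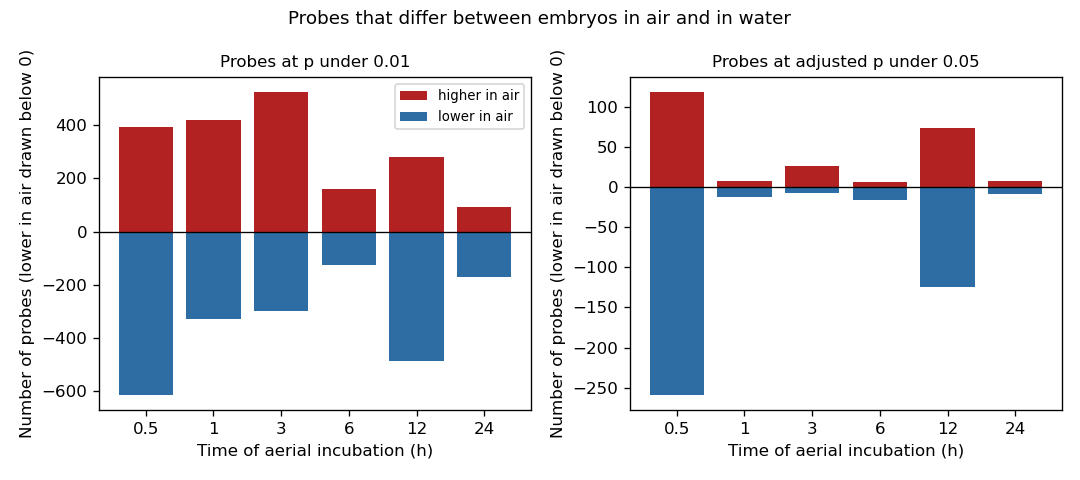
Number of clones (vertical axis) higher in air, drawn above 0, and lower in air, drawn below 0, at 6 times of exposure (h, horizontal axis), at an unadjusted p under 0.01 and at an adjusted p under 0.05. At 0.5 h, 393 were higher and 613 lower at the former, and median scaling turns which side is larger at 0.5 and 1 h.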

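After 1 h in air, 7 clones rose and 13 fell, and 420 and 327 had an unadjusted p under 0.01. cbwd, a member of the COBW domain proteins, which bind metals, was at least 6.86-fold higher in air (clone sb010P0018J15, adjusted p = 0.00879), as it was not well above background in water. psma1, a subunit of the proteasome core that degrades proteins, fell, with a log2 difference of −1.22 (clone sb010P0036J18, standard error 0.26, adjusted p = 0.0338, above background on 1 of 3 air arrays). GDP dissociation inhibitor 2, which keeps Rab proteins soluble, had 3.48 (standard error 1.16, adjusted p = 0.174, above background on 1 of 3 water arrays), and ankzf1, tied to the release of stalled peptides from ribosomes, was at least 2.91-fold higher in air (adjusted p = 0.11, where 1 of 3 air arrays measured it), as it was not well above background in water. Of lower values, nb5r3 (a cytochrome b5 reductase) had −1.72 (adjusted p = 0.123, above background on 1 of 3 air arrays), krt12, a keratin, −1.68 (adjusted p = 0.103, above background on 2 of 3 air arrays), and the super cysteine rich protein −1.57 (adjusted p = 0.0943, above background on 1 of 3 air arrays). In each of these the 3 air arrays lay apart from the 3 water arrays. Single arrays carry some of the uncalled values: without water replicate 3, nb5r3, krt12 and the super cysteine rich protein, all in 1 print group, had −0.79, −0.71 and −0.68, and the log2 difference of ankzf1 went from 1.81 to 0.72 without air replicate 3.
The call was lost for psma1 without water replicate 3 or air replicate 1 or 2 (−0.997, adjusted p = 0.221 without water replicate 3). No call was made with array weights for cbwd and psma1 and without background correction and with median scaling for psma1 (adjusted p = 0.00732 to 0.867 over 8 settings). psma1 moved to −0.73 without background correction. Over all clones, the count of adjusted calls was between 14 and 830 when 1 array was left out, with the highest count without air replicate 3. Of clones with an unadjusted p under 0.01, 56.2% were higher, and 39.3% with median scaling. The signal of the air arrays at 1 h was low, with raw intensity 1.84 to 4.52 times the local background and 64.4 to 85.4% of clones above the empty spots, against 3.75 to 6.24 times and 87.4 to 91.0% in water. Ribosomal proteins fell (mean log2 difference −0.22, adjusted p = 0.0377), with an adjusted p = 0.286 with an estimated correlation. That call ended without background correction (mean −0.17, adjusted p = 0.126), without water replicate 2 (−0.16, 0.305) and without air replicate 1 (−0.23, 0.0803), 2 (−0.17, 0.0568) or 3 (−0.25, 0.133).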

After 1 h, about the same number of genes are up- and down-regulated with similar significances (20% in total of 2,381), but the expression ratios tend to be higher for the up-regulated genes, suggesting that activation of embryonic gene expression may become more dominant at this time in the aerially incubated embryos (Figure 1C). 

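By 3 h, 26 clones rose and 7 fell (adjusted p under 0.05), and 522 and 298 had an unadjusted p under 0.01. cops4, a subunit of the COP9 signalosome that acts on ubiquitin ligases, rose by 3.38 (clone sb010P0021B17, standard error 0.40, adjusted p = 5.8e-06) on the log2 scale. Parvalbumin 8, a calcium-binding protein of fast muscle, rose by 2.24 (clone sb010P0016L06, standard error 0.39, adjusted p = 0.0026), and rps30, a protein of the small ribosomal subunit, by 1.51 (clone sb010P0035H03, standard error 0.28, adjusted p = 0.00607). Fructose-bisphosphate aldolase, an enzyme of glycolysis, fell, with −1.68 (clone sb010P0014E24, standard error 0.33, adjusted p = 0.0157, above background on 1 of 3 air arrays). In each the 3 air arrays lay apart from the 3 water arrays. Leaving out arrays ended the call for fructose-bisphosphate aldolase without water replicate 1 or 3 (−1.56, adjusted p = 0.0938 without water replicate 1). The threshold was missed without background correction, with median scaling, with the authors' processed values, with the print group correction and with the authors' values after print group correction for fructose-bisphosphate aldolase (adjusted p = 3.12e-05 to 0.554 over 6 settings). Fructose-bisphosphate aldolase moved to −3.83 with the authors' processed values and −0.77 with the print group correction.
Of clones with an unadjusted p under 0.01, 63.7% were higher in air, and 53.5% with median scaling. Leaving out 1 array gave 16 to 700 adjusted calls (507 without air replicate 2 and 700 without air replicate 3). Ribosomal proteins rose on average by 0.15 (adjusted p = 0.0385, but 0.286 as adjusted p with an estimated correlation, 96 clones). The mean was −0.03 without background correction and with median scaling (adjusted p = 0.952 and 0.908), and the call was not made with the authors' processed values (adjusted p = 0.0525), with array weights (0.151), without water replicate 3 (0.302), air replicate 1 (0.0914) or air replicate 3 (0.19), or with 1 value per protein (0.12). Cell cycle and chromatin genes fell on average by 0.24 (adjusted p = 0.0487, and 0.205 with an estimated correlation, 44 clones), with log2 differences of −1.37 for PCNA, the clamp of DNA polymerase (adjusted p = 0.168), and −0.80 for histone H2A.Z (adjusted p = 0.156). That call ended without water replicate 1 (adjusted p = 0.0981) or 3 (0.084) and air replicate 2 (0.0728) or 3 (0.168), and with 5 other settings (adjusted p = 0.0589 to 0.0883). Of 67 clones of muscle genes, 1 rose (3 adjusted over the list alone), with a mean of 0.17 (adjusted p = 0.23), and the fast myosin heavy chain mmyh11 had 1.62 (adjusted p = 0.0557).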

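At 6 h, 6 clones rose and 16 fell, and 158 and 126 had an unadjusted p under 0.01. The parvalbumin clone pvalb8 fell, with a log2 difference of −2.36 (clone sb010P0021M04, standard error 0.43, adjusted p = 0.00721), and ocm.2, also matched to parvalbumin 8, with −1.62 (clone sb010P0021A09, standard error 0.28, adjusted p = 0.00337). Beta-type globin fell on 3 clones, with −1.69 (clone sb010P0009I22, standard error 0.27, adjusted p = 0.00146) on the first and with −1.59 (adjusted p = 0.0269) and −1.47 (adjusted p = 0.0153) on the others. The actin-binding thymosin beta-a had −1.15 (standard error 0.23, adjusted p = 0.0153) and the TBT-binding protein, a plasma protein of fish, −1.09 (standard error 0.20, adjusted p = 0.00837). The protamine-like protein, a sperm chromatin protein, rose by 1.45 (standard error 0.28, adjusted p = 0.00921). The UPF0527 membrane protein, of no known function, fell, with −2.21 (standard error 0.37, adjusted p = 0.00294, above background on 2 of 3 air arrays). In all of these the air arrays lay apart from the water arrays.
A call was no longer made for pvalb8 without water replicate 1 or air replicate 3 (−1.83, adjusted p = 0.169 without air replicate 3), ocm.2 without air replicate 3 (−1.39, adjusted p = 0.0789), the protamine-like protein without water replicate 1 or air replicate 1 or 3 (1.23, adjusted p = 0.183 without air replicate 3), thymosin beta-a without water replicate 1 or 3 or air replicate 2 or 3 (−1.09, adjusted p = 0.169 without air replicate 3) and TBT-binding protein without water replicate 1 or 2 or air replicate 1 (−0.93, adjusted p = 0.0823 without water replicate 2). Other calls were lost with the authors' processed values for pvalb8, ocm.2, the protamine-like protein and TBT-binding protein, with the authors' values after print group correction for pvalb8 and the protamine-like protein and without background correction for the protamine-like protein, thymosin beta-a and TBT-binding protein (adjusted p = 3.09e-10 to 0.27 over 8 settings). The UPF0527 membrane protein moved to −3.60 with the authors' processed values, and the protamine-like protein to 0.90 with the authors' values after print group correction, and TBT-binding protein to −1.83 with the authors' values after print group correction. The 2 other globin clones were less stable: −1.59 was no longer called without each of the 6 arrays in turn (adjusted p up to 0.208) and −1.47 without water replicate 1 or 2 or air replicate 1 or 3 (up to 0.16), and both missed the threshold without background correction and with the authors' processed values (0.117 to 0.185).
At 12 h, 74 clones rose and 125 fell, and 280 and 486 had an unadjusted p under 0.01. The embryonic globin gb rose, by 2.25 (clone sb010P0001K14, standard error 0.37, adjusted p = 0.000684), and beta-type globin by 2.21 (clone sb010P0014G16, standard error 0.29, adjusted p = 2.98e-05), on a clone that had fallen at 6 h. Another embryonic globin clone rose by 1.98 (standard error 0.23, adjusted p = 1.57e-06) and the UPF0527 membrane protein by 2.03 (standard error 0.37, adjusted p = 0.00241), all with the air arrays above the water arrays. Blocking on the scan group gave gb, beta-type globin, embryonic beta-type globin and the UPF0527 membrane protein 3.10, 2.35, 1.88 and 2.29 (adjusted p = 3.39e-05, 0.000518, 0.000355 and 0.013), against 2.73, 2.14, 1.55 and 2.74 (adjusted p = 0.0114, 0.0145, 0.0104 and 0.00589) within one scan group. The adjusted p rose over 0.05 with the authors' processed values for gb and the UPF0527 membrane protein (adjusted p = 6.2e-07 to 0.135 over 8 settings).
Globins as a list fell by 0.40 on average at 6 h (24 clones, 3 fell, adjusted p = 2.86e-06, and 0.154 with 1 value per protein) and rose by 0.91 at 12 h (12 rose, adjusted p = 5.29e-14). The mean at 12 h was 1.10 with the scan group as a block (adjusted p = 1.87e-17) and 1.00 within one scan group (5.26e-11). Mitochondrial genes rose at 6 h (mean 0.15, adjusted p = 0.0328, and 0.205 with an estimated correlation), a call lost without water replicate 2 (adjusted p = 0.181) or air replicate 1 (0.101) or 2 (0.199). Of the 199 calls at 12 h, 37 held with the block, and 39 and 46 clones passed with the block and within one scan group.

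**Figure D3:**
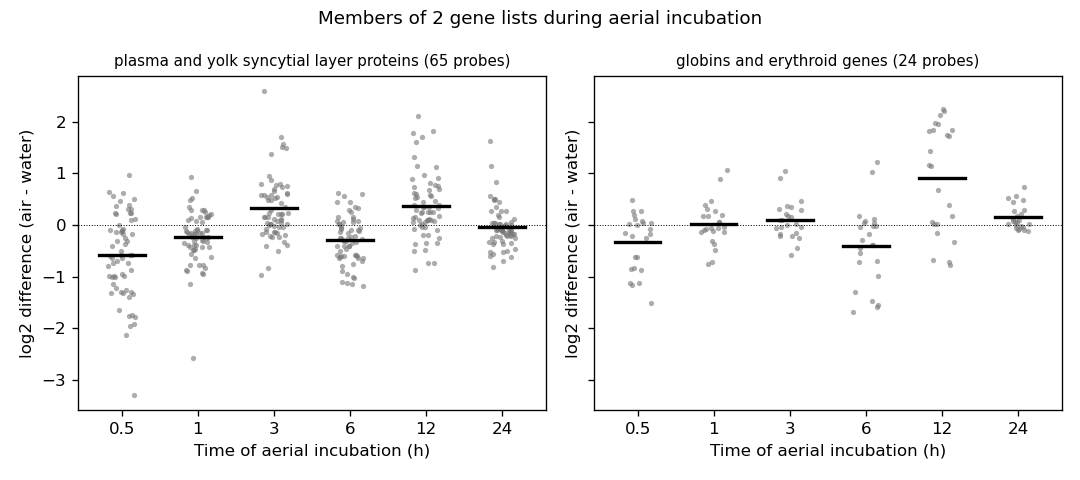
Log2 difference between air and water (vertical axis) of the 65 clones of plasma and yolk syncytial layer proteins and the 24 clones of globins and erythroid genes at 6 times (h, horizontal axis), with a point per clone and a bar at the mean. The globin mean is −0.40 at 6 h and 0.91 at 12 h.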

By 3 and 6 h of aerial incubation, most of the 480 (20% of 2,381) and 167 (7% of 2,381) differentially expressed genes, respectively, are up-regulated (72% and 68%, respectively) with slightly higher significances, whereas at 12 and 24 h another large wave of 547 regulated genes (23% of 2,381), in which most of them (74%) are down-regulated, is observed (Figure 1C). 

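At 24 h, 8 clones rose and 9 fell (adjusted p under 0.05), and 92 and 172 had an unadjusted p under 0.01, where 156.58 were expected by chance. From the p-values, limma estimated the share of clones without a change as 0.9996. magi1, a scaffold protein of cell junctions, rose by 1.90 (clone sb010P0006L23, standard error 0.35, adjusted p = 0.0123). cdka2, named after a cyclin-dependent kinase, which drives the cell cycle, fell, with −2.15 (clone sb010P0014O22, standard error 0.42, adjusted p = 0.0249, above background on 1 of 3 air arrays), and a clone named gi19140 only, with −3.06 (clone sb010P0007A07, standard error 0.50, adjusted p = 0.00188, above background on 1 of 3 air arrays). Of others with an unadjusted p under 0.01, the transcriptional repressor zbtb20 had 2.83 (standard error 0.65, adjusted p = 0.0819, above background on 2 of 3 water arrays), the collagen-modifying enzyme plod3 was at least 3.54-fold higher in air (adjusted p = 0.0888, where 2 of 3 air arrays measured it), as it was not well above background in water, and zgc:123297 had 2.02 (adjusted p = 0.0976, above background on 2 of 3 water arrays). The zinc finger gene thap4 had 1.71 (adjusted p = 0.417), the mitochondrial import protein timm13 −1.68 (adjusted p = 0.0577, above background on 2 of 3 air arrays) and a clone matched to the algal pherophorin-dz1 1.35 (adjusted p = 0.061). In these the 3 air arrays lay apart from the 3 water arrays, as the rule that chose them required. timm13 had −0.94 without air replicate 3, and the pherophorin clone 0.61 without air replicate 1. On leaving out 1 array, the call was lost for cdka2 without water replicate 1 or 2 or air replicate 2 or 3 (−1.75, adjusted p = 0.163 without air replicate 3) and magi1 without water replicate 1 or 2 or air replicate 1 or 2 (1.81, adjusted p = 0.0901 without water replicate 2). Calls ended without background correction for gi19140 and magi1 and with the authors' processed values and with the authors' values after print group correction for magi1 (adjusted p = 5.42e-05 to 0.938 over 7 to 8 settings). gi19140 moved to −1.17 without background correction, −5.01 with the authors' processed values and −4.77 with the authors' values after print group correction, and cdka2 to −4.32 with the authors' processed values and −4.53 with the authors' values after print group correction.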

Finally, at 24 h the number of differentially expressed genes is reduced again (184; 8% of 2,381) and most genes (72%) and significant differences show decreases in expression (Figure 1C). 

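Among the 6085 clones with a protein match, 161 were higher and 272 lower in air at 0.5 h (unadjusted p under 0.01), and 51 rose and 127 fell at an adjusted p under 0.05. At 1 h, 149 were higher and 135 lower, and 3 rose and 5 fell. At 3 h, 174 were higher and 105 lower, with 15 and 3 past the adjusted threshold. At 6, 12 and 24 h, 121, 317 and 84 clones had an unadjusted p under 0.01, and 11, 102 and 4 an adjusted p under 0.05. In all, 1338 clones with a protein match had an unadjusted p under 0.01 at 1 or more times, of which 942 (70.4%) did so within 3 h and 433 (32.4%) at 0.5 h. At an adjusted p under 0.05 these were 302 at any time and 198 within 3 h.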

When considering only the annotated genes, the analysis also shows that the largest wave of differentially expressed genes occurs within the first 3 h of air exposure (559 genes, 68% of total genes), half of these genes (278 genes, 34% of total genes) being regulated already at 30 min (Figure 2A). Therefore, these findings support our hypothesis that by inducing rapid transcriptomic responses *F. heteroclitus* embryos are able to adapt to environmental desiccation conditions, even to those that may not impose an extreme dehydration stress.

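At an adjusted p under 0.05, more clones changed at both 0.5 and 3 h than independent lists would share, most of them in opposite directions. Here 2 clones were higher at both times and 7 changed in opposite directions, where independent lists would share 0.196 and 0.483. At an unadjusted p under 0.01, 21 were higher at both times (13.1 by chance), 12 lower at both (11.7) and 29 opposite (27.9). Between 1 and 3 h, 2 were higher at both (14.0 by chance). Between 6 and 12 h, 38 clones changed in opposite directions (7.16 by chance), among them globins.
The difference between air and water itself changed from 0.5 to 3 h for 146 clones (adjusted p under 0.05 for the interaction, limma), with 109 higher and 37 lower at 3 h. The apolipoprotein clone apo was higher by 5.88 at 3 h than at 0.5 h, and the plasma and yolk syncytial layer list by 0.90 on average. Leaving out 1 array gave 61 to 307 such clones. The paper takes the early changes as support for its hypothesis that a rapid transcriptomic response lets the embryos adapt to desiccation conditions, also to ones without extreme dehydration.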

**Figure 2:**
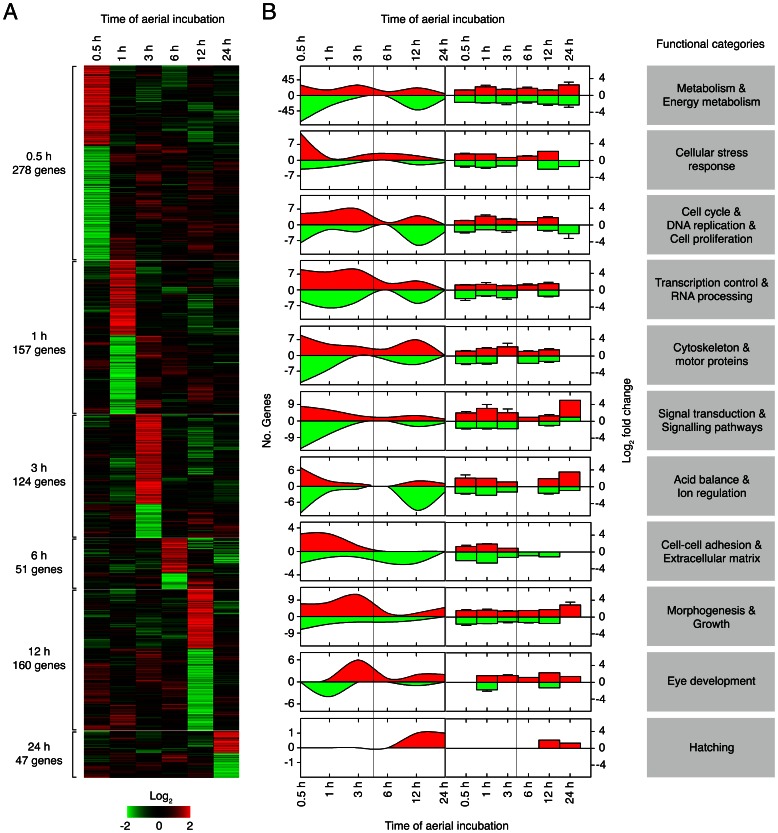
GO enrichment results of transcripts in aerially incubated *Fundulus heteroclitus* embryos. (**A**) Heatmap of annotated genes differentially expressed at different times during aerial incubation (0.5, 1, 3, 6, 12 and 24 h) ordered by time of significant (*p*<0.01) regulation. (**B**) Left panels show the number of significantly up- and down-regulated annotated genes (red and green, respectively) after 0.5, 1, 3, 6, 12 and 24 h of aerial incubation. Right panels show the log_2_ fold changes (mean, ± SEM when possible) at each time point of genes grouped according to functional categories as indicated on the right.

The putative function of the 806 differentially expressed genes annotated during aerial incubation was further investigated by GO analysis to obtain a first assessment of potential physiological processes involved (Figure 2). Most of the annotated ESTs (83%) had GO assignments, and many of those had 3–6 assignments each (91%). 

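Transcripts of the mitochondrial genome fell at 0.5 h, by 0.52 on average over 75 clones (camera adjusted p = 3.61e-09). Of these clones 78.7% were lower in air, and 10 fell on their own (19 adjusted over the list alone). NADH-ubiquinone oxidoreductase chain 6, a subunit of respiratory complex I, fell on 3 clones, with a log2 difference of −1.80 (clone sb010P0044C05, standard error 0.25, adjusted p = 2.92e-05) on 1 of them and −1.99 (sb010P0015E10, adjusted p = 0.000488) on another, where −1.27 was left without air replicate 2. The remaining clone, sb010P0007J11, had −2.002 (adjusted p = 0.00472), and −1.07 without air replicate 2. The block of the scan group gave it −1.51 (0.209) and one scan group alone −0.94 (0.274), so it was called in neither. Nor was the clone sb010P0004H10, matched to nd6 (−1.95 over all arrays, adjusted p = 0.321 and 0.607 in the 2 fits), which was also lost without water replicate 2 or 3 or air replicate 2 (−0.92, 0.212). With array weights chain 6 on sb010P0007J11 and sb010P0015E10 and the nd6 clone had −1.29, −1.32 and −1.20. The first 2 clones were called with the scan group as a block (−1.93 and −1.62, adjusted p = 0.000816 and 0.0398) and within one scan group (−2.30 and −1.35, adjusted p = 1.47e-05 and 0.0179). The mean of the list was −0.47 with the scan group as a block (adjusted p = 3.12e-07) and −0.40 within one scan group (adjusted p = 5.45e-05), and no alternative ended its call.
Ribosomal proteins fell by 0.30 on average (adjusted p = 0.00536, and 0.205 with an estimated correlation, 96 clones, 4 fell on their own, and 4 adjusted over the list alone). rpsa, of the small subunit, fell, with −1.14 (clone sb010P0026K03, standard error 0.27, adjusted p = 0.0184). The mean of the list was −0.24 with the scan group as a block (adjusted p = 0.037) and −0.17 within one scan group (0.16), −0.10 with array weights (0.611) and −0.12 without air replicate 2 (0.348). The air arrays at 0.5 h lay 0.125 nearer the 2–4 cell profile than the water arrays, on the score given for the count of clones.
Lists of other energy genes did not pass: 47 clones of nuclear oxidative phosphorylation (mean −0.10, adjusted p = 0.654), 51 of glycolysis (−0.18, 0.161) and 40 translation factors (−0.26, 0.0655). With the scan group as a block these means were −0.03, −0.06 and −0.24, and within one scan group −0.04, 0.07 and −0.09. Within them, cox4i1, a nuclear subunit of cytochrome c oxidase, fell, with −1.33 (clone sb010P0002L15, standard error 0.36, adjusted p = 0.0381), and the glycolytic aldo with −1.31 (clone sb010P0041F16, standard error 0.31, adjusted p = 0.018). The values of cox4i1, aldo and rpsa were −0.84, −1.45 and −0.92 (adjusted p = 0.617, 0.0734 and 0.32) with the scan group as a block, and −0.60, −2.04 and −0.70 (adjusted p = 0.621, 0.00515 and 0.484) within one scan group. The call ended for cox4i1 without water replicate 1, 2 or 3 or air replicate 2 (−0.62, adjusted p = 0.35 without air replicate 2), aldo without water replicate 1 or 2 or air replicate 1 (−1.18, adjusted p = 0.0882 without water replicate 2) and rpsa without water replicate 2 or 3 or air replicate 3 (−0.82, adjusted p = 0.149 without air replicate 3). No call was made without background correction for cox4i1, aldo and rpsa, with median scaling for cox4i1 and aldo and with the authors' processed values and with the authors' values after print group correction for cox4i1 and rpsa (adjusted p = 2.12e-05 to 0.183 over 7 to 8 settings). cox4i1 moved to −0.77 with array weights, and rpsa to −1.73 with the authors' processed values. For glycolysis, fry's mixed test against no change in any clone gave an adjusted p of 3.6e-06, with 2 clones that rose, 3 that fell and 46 not called.
At 12 h cytochrome c oxidase subunit I, of the mitochondrial genome, fell, with −1.38 (clone sb010P0028D07, adjusted p = 0.00485), and the glycolytic tpi with −1.60 (clone sb010P0039K19, adjusted p = 0.035), although neither list passed as a whole. With the block they had −1.58 and −1.19 (adjusted p = 0.0205 and 0.416), and within one scan group −1.76 and −1.88 (adjusted p = 0.0226 and 0.201). The call was lost for tpi without water replicate 1 or 3 or air replicate 1 or 3 (−1.50, adjusted p = 0.161 without air replicate 1). The threshold was missed with median scaling and with the authors' values after print group correction for cytochrome c oxidase subunit I and tpi and without background correction and with the authors' processed values for tpi (adjusted p = 2.19e-05 to 0.327 over 8 settings). Cytochrome c oxidase subunit I moved to −0.81 with the authors' values after print group correction.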

When genes were grouped according to their putative roles in major biological processes, those involved in metabolic processes represent the largest population (44%), these genes being more regulated at 30 min, 3 h and 12 h during aerial incubation (Figure 2B). Most of the metabolic genes (59%) were down-regulated, although they showed similar differences in expression than those up-regulated. 

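Genes that move ions and seal the outer cell layer changed one by one at 0.5 h. clic4, a chloride intracellular channel, rose by 1.43 (clone sb010P0035C08, standard error 0.26, adjusted p = 0.00117) on the log2 scale and slc4a4a, a sodium bicarbonate cotransporter, by 0.69 (clone sb010P0018B20, standard error 0.19, adjusted p = 0.0385). cldn7a, a claudin of tight junctions, rose by 1.59 (clone sb010P0020P13, standard error 0.39, adjusted p = 0.0211), and aqp3a, a channel for water and glycerol, had 0.93 (clone sb010P0043K19, standard error 0.29, adjusted p = 0.0805). In each the air arrays lay apart from the water arrays. Taking the scan group as a block, clic4, slc4a4a, cldn7a and aqp3a had 1.34, 0.93, 1.26 and 0.69 (adjusted p = 0.036, 0.0312, 0.372 and 0.629), and within one scan group 1.67, 1.01, 0.89 and 0.95 (adjusted p = 0.0128, 0.0339, 0.59 and 0.363). Leaving out arrays ended the call for slc4a4a without water replicate 1 or 3 or air replicate 1 or 2 (0.56, adjusted p = 0.199 without water replicate 3) and cldn7a without water replicate 1 or 2 or air replicate 2 or 3 (1.28, adjusted p = 0.144 without water replicate 2). Other calls were lost without background correction for clic4, slc4a4a and cldn7a, with the authors' processed values for slc4a4a and cldn7a and with the print group correction and with the authors' values after print group correction for slc4a4a (adjusted p = 4.87e-05 to 0.311 over 8 settings).
As lists, 34 clones of water and ion transport had a mean of −0.07 (camera adjusted p = 0.654, 2 rose and 1 fell, 3 and 4 adjusted over the list alone) and 42 clones of keratins and the outer layer −0.11 (0.473, 1 rose and 1 fell). A mixed test, against no change in any clone of the list, gave adjusted p = 1.86e-07 and 1.6e-05 (fry), with 31 of 34 and 40 of 42 clones not called. Antioxidant enzymes, 126 clones, had a mean of 0.04 (adjusted p = 0.67), with 6 that rose and 6 that fell (12 and 8 adjusted over the list alone, mixed adjusted p = 6.61e-07). Muscle genes had a mean of 0.03 (adjusted p = 0.693) and cell cycle and chromatin genes 0.12 (adjusted p = 0.388).
At 12 h, 3 clones of water and ion transport fell (6 adjusted over the list alone, mean −0.11, adjusted p = 0.161), among them slc4a4a with −1.01 (adjusted p = 0.00239) and atp1b1, the beta subunit of the sodium pump, with −0.84 (adjusted p = 0.00353). The type II keratin and a keratin fell as well, with −1.21 and −1.43 (adjusted p = 0.0484 and 0.0394). These 4 missed the threshold with the scan group as a block (adjusted p = 0.0682 to 0.288) and within one scan group (adjusted p = 0.187 to 0.224). Without water replicate 1 or 3 or air replicate 1 or 3, the keratins were no longer called either (up to 0.288 and 0.23 as adjusted p, without air replicate 1). Over 8 settings, the type II keratin missed the threshold in 6 (adjusted p up to 0.767, with −0.63 after the print group correction and −0.30 in the authors' values after it), atp1b1 in 4 (up to 0.353, with −0.48 in the latter), the keratin in 2 (up to 0.085) and slc4a4a in 0 (up to 0.0449).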

Interestingly, genes involved in cellular stress, signaling pathways, cytoskeleton and motor proteins, and acid and ion regulation, are more abundant specifically within the first 30 min of aerial incubation, with those related to stress being up-regulated in most cases (Figure 2B). Other genes involved in cell cycle and related functions (DNA replication and cell proliferation), transcriptional control and RNA processing, and cell-cell adhesion and extracellular matrix, start also to be regulated at 30 min but the number of these genes appears to be higher at later times of air exposure (Figure 2B). The transcription-related genes, however, remain up-regulated during the 3 h of air exposure, suggesting that embryonic gene expression may be predominantly enhanced around this time. Accordingly, up-regulated genes potentially involved in morphogenesis and growth tend to be more abundant by 3 h, with maximum expression ratios at 24 h of aerial exposure (Figure 2B). Among these genes, those likely engaged in eye development start to be down-regulated at 1 h of air exposure, whereas they are predominantly up-regulated from 3 h onwards, which coincides with the first detection of eye and otic vesicle differentiation at 6 h in aerially incubated embryos (Figure 1A). In contrast, the *F. heteroclitus* gene encoding the low choriolytic enzyme (*flce*), which together with the high choriolytic enzyme (*fhce*) is likely involved in the digestion of chorion during hatching [61], is up-regulated at 12 and 24 h (Figure 2B). Such early activation of the *flce* gene in air-incubated embryos with respect those maintained in water is thus consistent with the advanced hatching of these embryos when cued by water immersion [27], which possibly also suggest and earlier formation of the hatching gland.

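Of 8 clones of transcription genes named by the paper, 1 rose at 0.5 h (4 adjusted over the list alone, which was chosen on these arrays and is not independent evidence). xicgf67.1, a zinc finger protein, rose by 1.14 (clone sb010P0009P07, standard error 0.31, adjusted p = 0.0407), with the 3 air arrays above the 3 water arrays. taf10, a subunit of the general factor TFIID, had 0.63 (clone sb010P0023I14, adjusted p = 0.17), a KRAB zinc finger clone 0.92 (sb010P0031M14, adjusted p = 0.148), and znf300b, another zinc finger gene, 0.79 (adjusted p = 0.129). With the scan group as a block the log2 difference of xicgf67.1 was 1.07 (adjusted p = 0.312), and within one scan group 1.39 (adjusted p = 0.116). A call was no longer made for xicgf67.1 without each array in turn except air replicate 3 (0.98, adjusted p = 0.182 without water replicate 1). It was not called without background correction, with median scaling and with the authors' processed values (adjusted p = 0.00919 to 0.0829 over 8 settings). xicgf67.1 moved to 0.74 with array weights.
At 1 and 3 h limma called 0 of the 8, with 2 and 0 at an unadjusted p under 0.05. At 1 h znf300b had 1.04 (standard error 0.27, adjusted p = 0.106).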

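Lens and photoreceptor genes, such as crystallins, opsins and the proteins of light sensing, fell at 1 h on average by 0.21 over 35 clones (camera adjusted p = 0.0436). With an estimated correlation the adjusted p was 0.181. Of single clones limma called 0, with 5 lower and 0 higher at an unadjusted p under 0.05, and 3 fell adjusted over the list alone. The green-sensitive opsin rh22 was at least 1.64-fold lower in air (clone sb010P0006L16, adjusted p = 0.0849), where it was not well above background. The guanylate cyclase activator olgcap1 had −1.01 (adjusted p = 0.147, above background on 1 of 3 air arrays). The call of the list ended without water replicate 2 (adjusted p = 0.0842) or 3 (0.0661) and without air replicate 1 (−0.16, 0.185) or 3 (0.148), and with 6 other settings, of which the print group correction gave −0.12 (0.223), over an adjusted p of 0.0556 to 0.394.
From 3 h on, the list did not pass. At 3 h, gammaM2b-crystallin, a protein of the lens, had a log2 difference of 0.89 (adjusted p = 0.0603). At 24 h arrestin, which ends the light response of photoreceptors, rose by 1.33 (adjusted p = 0.0322). On leaving out 1 array, the call was lost for arrestin without each array in turn except air replicate 2 (1.14, adjusted p = 0.163 without air replicate 3). Its call ended without background correction and with the authors' processed values (adjusted p = 0.000115 to 0.0873 over 8 settings).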

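Hatching enzymes, the proteases that digest the chorion, rose at 24 h by 0.31 on average over 11 clones of 3 proteins (camera adjusted p = 0.00174, and 0.00768 as adjusted p with an estimated correlation). No alternative that was run ended this call, and 1 value per protein was not run. Of single clones limma called 0, with 1 at an unadjusted p under 0.05, and 1 rose adjusted over the list alone, a hatching enzyme clone (sb010P0002J22) with a log2 difference of 0.95 (adjusted p = 0.115). At 12 h the list mean was 0.25 (adjusted p = 0.161), 0.28 with the scan group as a block (adjusted p = 0.0481) and −0.03 within one scan group (adjusted p = 0.74), and another hatching enzyme clone (sb010P0035P24) had 1.58 (adjusted p = 0.0552). The clone of flce itself (sb010P0005E07), the low choriolytic enzyme, had −0.68 at 0.5 h (adjusted p = 0.169) and 0.31 at 12 h (adjusted p = 0.72).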

### Desiccation Sensing and Analysis of the Early Transcriptomic Response

The analysis of putative functions of the differentially expressed genes suggest that within the 3 h period of aerial incubation, *F. heteroclitus* embryos might show two phases in the regulatory response to desiccation conditions, in a similar fashion to that described in the adult gills in response to an extremely short (i.e. 6 h) osmotic shock [38]. According to this model, the first phase in embryos may involve a rapid (within ∼30 min) sensing of adverse external conditions, which triggers the activation of specific signaling pathways and mechanisms to cope with the stress (possibly desiccation, thermal as well as osmotic), and alterations in transcription and cell organization. These events may trigger a second phase (from ∼3 h onwards), which is primarily associated with the regulation of many different effectors, functioning to enhance embryonic development. These two phases however seem to overlap to some extent.

We selected five groups of genes involved in (1) signaling pathways, (2) stress response, (3) protein metabolism, (4) lipid and yolk metabolism, and (5) morphogenesis and growth as examples, and discuss the expression patterns of these genes in relation to their potential biological significance in the sensing and immediate response of embryos to the desiccation cue.

#### Signaling pathways

One well-known group of proteins involved in the transduction of sensor signals to stress response genes are the mitogen-activated protein kinases (MAPKs), which upon activation by phosphorylation, either enter the nucleus and regulate gene expression or remain in the cytoplasm and phosphorylate substrates [62]. All three types of MAPKs (ERK, p38 and JNK) play a role during desiccation, oxidative and osmotic stress in a wide range of organisms, regardless of whether they are able to reach an anhydrobiotic stage and survive severe desiccation conditions [63], [64], [65]. 

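dusp23-like, similar to a phosphatase that removes phosphate from MAP kinases, rose at 0.5 h, by 2.23 (clone sb010P0003H07, standard error 0.39, adjusted p = 0.000735) on the log2 scale. Its level was 10.79 ± 0.28 in air and 8.56 ± 0.85 in water (log2 intensity, SD, n = 3 arrays each). prkcbb, protein kinase C beta, which acts upstream of ERK, rose by 1.23 (clone sb010P0019I02, standard error 0.34, adjusted p = 0.0431). In both genes the 3 air arrays lay above the 3 water arrays. For dusp23-like and prkcbb, the fit with the scan group as a block gave 1.96 and 1.08 (adjusted p = 0.0391 and 0.398), and the comparison within one scan group 1.93 and 0.53 (adjusted p = 0.0832 and 0.759). The call ended for prkcbb without each array in turn except air replicate 1 (0.93, adjusted p = 0.223 without air replicate 2). No call was made without background correction for prkcbb (adjusted p = 0.0014 to 0.2 over 8 settings). prkcbb moved to 1.92 with the authors' processed values.
stk39, a kinase of the stress and volume response, was at least 1.26-fold higher in air (clone sb010P0043B02, adjusted p = 0.13, where 2 of 3 air arrays measured it), as it was not well above background in water. mink1-like, a kinase upstream of JNK, had 0.98 (clone sb010P0017I13, standard error 0.31, adjusted p = 0.0929, above background on 2 of 3 water arrays). Neither passed with the scan group as a block or within one scan group (adjusted p = 0.607 to 0.871). The calcium-dependent kinase gene camk2d (clone sb010P0038L13) was not well above background in air or water at 0.5 h (adjusted p = 0.674) or 1 h (adjusted p = 0.205). Of the 6 clones of this group, 2 rose at 0.5 h and 4 adjusted over the list alone, a list chosen on these arrays.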

In *F. heteroclitus* mid-gastrula embryos, MAPKs may also be involved in the sensing and transduction of desiccation since we observed that expression of genes that can potentially participate in the p38 MAPK and SAPK/JNK (*dusp23-like*, *stk39*, *mink1-like*), and MAPK/ERK (*prkcbb*, *camk2d*), signaling pathways is strongly and transiently enhanced after 30 min-1 h of aerial incubation (Figure 3A). In addition, genes related to different NF-κB signaling pathways, which are known to be involved in the cell protection to apoptosis, DNA damage and oxidative stress [66], were also elevated at 1 h (see below). The importance of phosphorylation cascades as major signal transduction pathways possibly involved in the compensatory response of killifish embryos to desiccation is also illustrated by other genes, such as the Serine/threonine-protein kinase WNK1-like (*wnk1*) and the Serine/threonine kinase receptor associated protein (*strap*). 

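strap (clone sb010P0009M17), which binds the serine/threonine receptor of TGF-beta, did not pass the test at 3 or 24 h, and does not hold the value that Table S2 lists for 3 h. Its log2 difference was −0.42 (standard error 0.34, adjusted p = 0.697) at 3 h and −0.03 (standard error 0.34, adjusted p = 1) at 24 h. At 0.5 h it was 0.32 (standard error 0.34, adjusted p = 0.777). No clone was identified for wnk1, so that no value is given for it.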

The expression of these latter genes is strongly up-regulated at 3 and 24 h or aerial incubation, respectively (Figure 3A). Altogether, these data suggest that killifish embryos are able to sense and respond appropriately to desiccation conditions, even to those that do not impose water loss and are apparently readily tolerated [26], [27].

**Figure 3:**
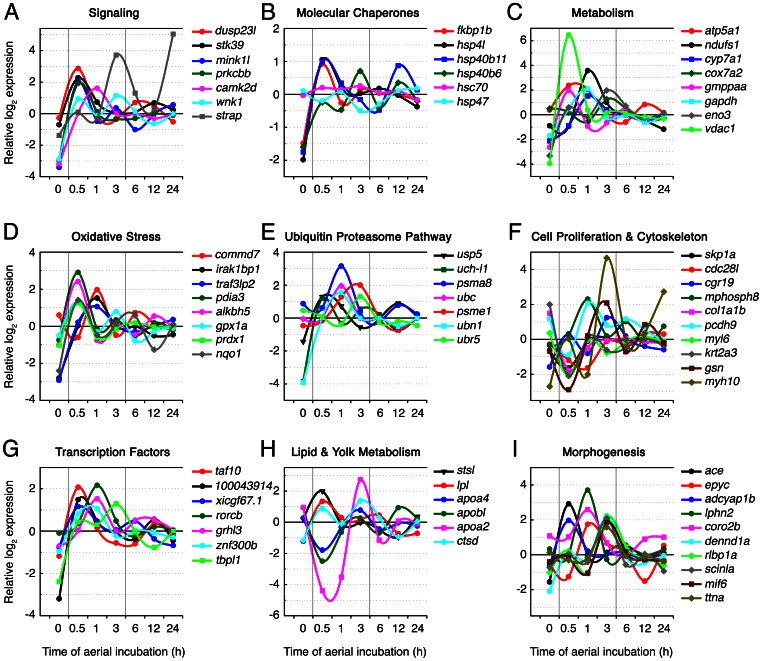
Time-course of log_2_ gene expression change on aerial incubation challenge in *Fundulus heteroclitus* embryos, partitioned by putative functional category. Representative genes of each category are shown. Log_2_ values at time 0 correspond to differences in expression in mid-gastrula embryos *vs*. 2–4 cells stage embryos. (**A**) *wnk1*, serine/threonine-protein kinase WNK1-like; *strap*, serine/threonine kinase receptor associated protein; *dusp23l*, novel protein similar to vertebrate dual specificity phosphatase 23; *stk39*, serine/threonine kinase 39, STE20/SPS1 yeast homolog; *mink1l*, novel protein similar to vertebrate misshapen-like kinase 1; *prkcbb*, protein kinase C beta 1; *camk2d*, calcium/calmodulin-dependent protein kinase type II delta chain. (**B**) *fkbp1b*, peptidyl-prolyl cis-trans isomerase; *hsp4l*, heat shock protein 4, like; *hsp40b11*, heat schok protein 40 B member 11; *hsp40b6*, DnaJ-like subfamily B member 6; *hsc70*, heat shock cognate 70; *hsp47*, heat shock protein 47. (**C**) *atp5a1*, ATP synthase subunit alpha; *ndufs1*, NADH dehydrogenase (ubiquinone) Fe-S protein 1, 75 kDa (NADH-coenzyme Q reductase); *cyp7a1*, cholesterol 7 alpha-hydroxylase; *cox7a2*, cytochrome c oxidase, subunit VIIa 2; *gmppaa*, mannose-1-phosphate guanyltransferase alpha-A; *gapdh*, glyceraldehyde 3-phosphate dehydrogenase; *eno3*, beta enolase; *vdac1*, voltage-dependent anion channel 1. (**D**) *commd7*, COMM domain-containing protein 7; *irak1bp1*, interleukin-1 receptor-associated kinase 1-binding protein 1; *traf3lp2*, TRAF3 interacting protein 2; *pdia3*, disulfide-isomerase A3; *alkbh5*, alkylation repair homolog 5; *gpx1a*, glutathione peroxidase; *prdx1*, peroxiredoxin 1; *nqo1*, NAD(P)H dehydrogenase quinone 1. (**E**) *usp5*, ubiquitin specific protease 5; uch-l1, ubiquitin C-terminal hydrolase; *psma8*, proteasome subunit alpha type; *ubc*, ubiquitin carrier protein; *psme1*, proteasome activator complex subunit 1; *ubn1*, ubinuclein 1; *ubr5*, ubiquitin protein ligase E3 component n-recognin 5. (**F**) *skp1a*, S-phase kinase-associated protein 1A; *cdc28l*, novel protein similar to vertebrate CDC28 protein kinase family; *cgr19*, novel protein similar to rodent cell growth regulator with RING finger domain 1; *mphosph8*, M-phase phosphoprotein 8; *col1a1b*, collagen type I alpha 3 chain; *pcdh9*, protocadherin-9; *myl6*, Myosin light polypeptide 6; *krt2a3*, Type II keratin E3; *gsn*, Gelsolin; *myh10*, Myosin 10. (**G**) *taf10*, transcription initiation factor TFIID subunit 10; *100043914*, novel KRAB box and zinc finger, C2H2 type domain containing protein; *xicgf67.1*, gastrula zinc finger protein XlCGF67.1; *rorcb*, RORgamma-B; *grhl3*, Grainyhead-like protein 3 homolog; *znf300b*, zinc finger protein 300-B; *tbpl1*, TATA box-binding protein-like protein 1. (**H**) *stsl*, novel protein similar to human steroid sulfatase (microsomal); *lpl*, lipoprotein lipase; *apoa4*, apolipoprotein A-IV; *apobl*, novel protein similar to vertebrate apolipoprotein B; *apoa2*, apolipoprotein A2; *ctsd*, cathepsin D. (**I**) *ace*, Angiotensin I converting enzyme; *epyc*, Epiphycan; *adcyap1b*, growth hormone releasing hormone/pituitary adenylate cyclase- activating; *lphn2*, Latrophilin 2; *coro2b*, Coronin-2; *dennd1a*, DENN domain-containing protein 1A; *rlbp1a*, cellular retinaldehyde-binding protein a; *scinla*, Gelsolin; *mif6*, myogenic factor 6; *ttna*, novel protein similar to human titin.

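Between the 2–4 cell stage and mid-gastrula, 2641 clones rose and 3217 fell (adjusted p under 0.05, limma). Among genes named in the time courses, some of lipid transport and the outer layer were higher at mid-gastrula: h-fabp, a fatty acid binding protein, by 5.07 on the log2 scale, the keratin krt2a3 by 4.78, apob, the main protein of low-density lipoproteins, by 3.39 and apo by 2.03. The chaperone hsp40b6 was higher by 3.17 and the water channel aqp3a by 1.45. Other lipid genes were lower, slc27a1, a fatty acid transporter, at −2.21, ctsd at −1.05 and lpl at −0.93. Lower at mid-gastrula were also uch-l1, a ubiquitin hydrolase, at −3.54, the ferritin subunit ftl at −3.02, nqo1 at −2.35 and the kinase prkcbb at −2.41. These are 3 arrays against 3. The methods name another RNA extraction kit for the earliest embryos, so that stage and kit may go together in this comparison. The 2–4 cell arrays had 65.7 to 84.5% of clones above the empty spots, against 78.8 to 94.4% at mid-gastrula.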

#### Molecular chaperones

Many proteins of the cellular chaperone systems are expressed ubiquitously in the normal cell state to aid in the folding of native polypeptides and their translocation to different cellular compartments [67]. Synthesis of stress-induced molecular chaperones, such as heat shock proteins (Hsps), is known to be up-regulated during the stress response to prevent misfolding or aggregation of proteins and to regulate their degradation [68], [69]. The fact that elements of the molecular chaperone system are up-regulated in aerially incubated killifish embryos (Figure 3B) is consistent with the supposition that these elements may help to stabilize cellular proteins under desiccation and osmotic stress [26]. This is exemplified by the up-regulation within 3 h of air exposure of *hsp40* and the co-chaperone peptidyl-prolyl cis-trans isomerase (*hsp40b6*), which are induced by heat shock [70], [71], although with relatively low log_2_ expression ratios <1.5. In addition, the expression of the *F. heteroclitus* ortholog of the human protein highly similar to heat shock 70 kDa protein 4 (*hsp4-like*), also found in zebrafish and carp (http://www.uniprot.org/) but of unknown function, also increases by ∼1-fold at 30 min. However, two other molecular chaperones encoding genes *hsc70* and *hsp47*, which were represented in the microarray, showed no significant changes after desiccation stress (Figure 3B). 

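A peptidyl-prolyl cis-trans isomerase clone, of the contig of fkbp1b and with the values listed for it in Table S2, rose at 0.5 h by 0.87 (clone sb010P0014G07, standard error 0.18, adjusted p = 0.00418) on the log2 scale. Such isomerases help proteins to fold. The 3 air arrays lay above the 3 water arrays. Blocking on the scan group gave this clone 0.85 (adjusted p = 0.0656), against 1.09 (adjusted p = 0.0129) within one scan group. The call was lost for this clone without water replicate 3 (0.73, adjusted p = 0.0527). The threshold was also missed without background correction (adjusted p = 0.00149 to 0.176 over 8 settings).
The DnaJ-type chaperones, partners of Hsp70, did not pass. hsp40b11 had 0.81 (clone sb010P0041N14, standard error 0.27, adjusted p = 0.113), hsp40a3b 0.59 (clone sb010P0018J06, standard error 0.39, adjusted p = 0.544) and hsp40b6, found by its protein description only, −0.24 (clone sb010P0037I19, standard error 0.22, adjusted p = 0.726), with 0.69 (standard error 0.22, adjusted p = 0.139) at 3 h. hsp4l, of the Hsp110 family, had 0.20 (clone sb010P0008D01, standard error 0.63, adjusted p = 0.966), and the fkbp1b clone that Table S2 names 0.79 (clone sb010P0017M04, standard error 0.32, adjusted p = 0.218). Neither hsp40b11, hsp40b6 and hsp4l nor this clone passed with the scan group as a block or within one scan group (adjusted p = 0.654 to 1).
Over 52 clones of heat shock proteins and chaperones the mean was 0.01 at 0.5 h (camera adjusted p = 0.973), with 1 that rose (1 adjusted over the list alone).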

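hsc70, the constitutive Hsp70, had log2 differences of 0.36 (clone sb010P0044J14, adjusted p = 0.708) and 0.07 (sb010P0019B04, adjusted p = 0.966) at 0.5 h. The 4 clones of hsp47, a chaperone of collagen, had 0.57, −0.04, −0.14 and −0.57 (adjusted p = 0.816, 0.992, 0.951 and 0.569). Both genes were found by protein description only. Their adjusted p lay between 0.584 and 1 with the scan group as a block and within one scan group. Of the 11 chaperone clones named by the paper limma called 0 at 0.5 h, with 2 at an unadjusted p under 0.05.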

In *F. heteroclitus*, the Hsc70 is a constitutively expressed isoform of Hsp70 that may be induced in adult gills by heat shock in Southern populations but not in Northern populations of North America [72]. Therefore, in terms of *hsc70* expression, the absence of response to air incubation in our experiments may be related to adaptive differences in gene expression to thermal conditions of different killifish populations [30]. However, Chuaypanang [73] found that *hsc70*, *hsp70*, *hsp90α* and *hsp90β* expression in *F. heteroclitus* embryos is largely constitutive with no major changes after desiccation stress compared with controls, and no significant differences among embryo ages. These findings suggest that Hsp40-related proteins, rather than Hsp70, and other small Hsps might be involved during desiccation resistance in killifish embryos. Indeed, small Hsps may play a particularly important role in dormant organisms, as they act as ATP-independent chaperones, thus preventing protein aggregation in stressful conditions without the expenditure of important ATP reserves [5], [74]. This would be consistent with the large amounts of ATP that may be required in killifish embryos to activate morphogenesis and growth shortly after sensing and responding to the desiccation cue (see below).

#### Oxidative stress

In killifish embryos, one benefit of aerial exposure during delayed hatching is thought to be the increased oxygen availability, which enhances the rate of development and may result in larger hatchlings [27], [28]. It has been suggested that the respiratory demands of developing killifish embryos are fulfilled by the oxygen supply from the air, which can be at least 20-fold higher than in water, whereas hatching is cued when the metabolic rate of the embryo exceeds a limit set by the diffusion of oxygen through the water column [18]. The enhanced developmental rates of embryos exposed to air is however likely associated with an increased metabolic rate to sustain signal transduction pathways, the cell defense to desiccation and heat stress, and the activation of embryonic development. These processes, together with the hyperoxia caused by the direct exposure of embryos to air, may in turn generate mitochondrial reactive oxygen species (ROS) that are toxic to the cell [66], [75]. This scenario of oxidative stress is most likely to occur in aerially incubated mid-gastrula killifish embryos since a number of metabolic genes are rapidly up-regulated (Figure 3C; Table S2), such as ATPases (*atp5a1*), glycolityic (*gapdh*, *eno3*) and sugar biosynthesis (*gmppaa*) enzymes. 

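Clones of gapdh, an enzyme of glycolysis, changed in both directions at 0.5 h. One rose by 1.39 (clone sb010P0019G20, standard error 0.28, adjusted p = 0.00389) on the log2 scale and another by 0.77 (clone sb010P0004B21, standard error 0.21, adjusted p = 0.042), while the last fell, with −1.10 (clone sb010P0043F22, standard error 0.30, adjusted p = 0.0434). In each the 3 air arrays lay apart from the 3 water arrays. In this order, the values were 0.94, 1.07 and −0.72 with the scan group as a block (adjusted p = 0.251, 0.0271 and 0.617), and 0.72, 1.12 and −0.14 within one scan group (adjusted p = 0.471, 0.0434 and 0.948). Without air replicate 2, sb010P0043F22 had −0.53 (adjusted p = 0.379), and its call as well as that of sb010P0004B21 (0.65, adjusted p = 0.191 without water replicate 3) was lost in 5 of the 6 fits that leave out 1 array. No clone of the 3 was called without background correction, and neither of these 2 with median scaling or the authors' processed values (adjusted p = 0.0525 to 0.103 where a call was lost).
atp5a1, the alpha subunit of ATP synthase, did not pass at 0.5 h, with 1.17 (clone sb010P0012G02, standard error 0.34, adjusted p = 0.0564, above background on 2 of 3 water arrays) on 1 clone and 0.17 (clone sb010P0009P08, standard error 0.30, adjusted p = 0.906) on another, and rose at 12 h by 1.31 (standard error 0.34, adjusted p = 0.0436) on the first. At 12 h this was 1.16 with the scan group as a block (adjusted p = 0.34) and 1.66 within one scan group (adjusted p = 0.182). Leaving out arrays ended the call for atp5a1 without each array in turn except water replicate 2 (1.15, adjusted p = 0.24 without air replicate 3). It was not called without background correction, with median scaling and with the authors' processed values (adjusted p = 0.000766 to 0.151 over 8 settings). atp5a1 moved to 2.15 with the authors' processed values and 2.28 with the authors' values after print group correction. eno3, the enolase of muscle, had 1.03 (clone sb010P0037F20, standard error 0.34, adjusted p = 0.149) at 3 h, and gmppaa, which makes GDP-mannose, 1.31 (clone sb010P0033O19, standard error 0.39, adjusted p = 0.0619) at 0.5 h.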

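ndufs1, the largest subunit of respiratory complex I, had a log2 difference of 1.95 (clone sb010P0004G20, standard error 0.66, adjusted p = 0.182, above background on 1 of 3 water arrays) at 1 h, and −0.80 (standard error 0.66, adjusted p = 0.674) at 0.5 h. It did not pass at either time, and the value at 1 h was 0.84 without air replicate 3. cyp7a1 (clone sb010P0040C21), a cytochrome P450 of bile acid synthesis, was not well above background in air or water at 1 h (adjusted p = 0.205). No clone was identified for cox7a2, a subunit of cytochrome c oxidase, and no value is given for it. At 1 h limma called 0 of the 9 clones of metabolic genes named by the paper, with 3 at an unadjusted p under 0.05.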

High expression of mitochondrial electron transport chain complexes (*ndufs1*, *cyp7a1*, *cox7a2*) is also observed which are the greatest source of ROS since the reactions that occur during oxidative phosphorylation processes frequently lose electrons that react with molecular oxygen to produce ROS [66]. Elevated metabolic activity of aerially incubated embryos may also be supported by the strong up-regulation (by >6-fold; Figure 3C) of transcripts encoding the voltage dependent anion channel 1 (porin), a protein of the outer mitochondrial membrane that forms a pore for the entry and exit of metabolites, including ATP, between this organelle and the cytosol [76]. Accordingly, we observed a rapid activation of several genes that are well known to be involved in the cell response to oxidative stress such as peroxiredoxins, glutathione peroxidases, NAD(P)H dehydrogenase quinone 1 (*nqo1*), disulfide-isomerase A3 (*pdia3*), ferritin lower subunit (*ftl*) and manganese superoxide dismutase (*mnsod*) [66], [77] (Figure 3D; Table S2). 

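vdac1 (clone sb010P0019N15), the pore of the outer mitochondrial membrane, was at least 13.1-fold higher in air at 0.5 h (adjusted p = 0.0203). It was not well above background in water, and above background on air replicates 2 and 3, so that the air and water arrays overlapped. These 2 air arrays are of another scan group than the water arrays. With the scan group as a block the adjusted p was 0.616, and air replicate 1 against the water arrays gave a log2 difference of −0.02 (adjusted p = 0.999). Without air replicate 1 the call held, and it ended without any other array (adjusted p = 0.148 without air replicate 3).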

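The peroxiredoxin genes prdx1 and prdx6, which reduce peroxides, rose at 0.5 h, by 1.16 (clone sb010P0009P21, standard error 0.30, adjusted p = 0.0313) and 0.82 (clone sb010P0026G20, standard error 0.20, adjusted p = 0.0204) on the log2 scale. gpx4a, a glutathione peroxidase that acts on lipid peroxides, fell, with −1.12 (clone sb010P0017J09, standard error 0.20, adjusted p = 0.00107). In these 3 genes the air arrays lay apart from the water arrays. pdia3, a protein disulfide isomerase, rose by 1.74 (clone sb010P0005G19, standard error 0.48, adjusted p = 0.0418, above background on 2 of 3 water arrays), with overlapping arrays. The values of prdx1, prdx6, gpx4a and pdia3 were 0.89, 0.50, −0.85 and 1.73 (adjusted p = 0.45, 0.56, 0.0922 and 0.252) with the scan group as a block, and 0.98, 0.37, −0.78 and 1.96 (adjusted p = 0.372, 0.681, 0.18 and 0.189) within one scan group. A call was no longer made for prdx1 without water replicate 1 or 3 or air replicate 2 or 3 (1.09, adjusted p = 0.123 without water replicate 1), prdx6 without water replicate 1 or 2 or air replicate 2 or 3 (0.69, adjusted p = 0.129 without water replicate 2) and pdia3 without water replicate 2 or air replicate 1 or 2 (0.50, adjusted p = 0.347 without water replicate 2). The adjusted p rose over 0.05 without background correction and with the authors' processed values for prdx1, prdx6 and pdia3, with the authors' values after print group correction for prdx6 and pdia3 and with array weights for pdia3 (adjusted p = 0.000158 to 0.561 over 8 settings). pdia3 moved to 2.91 with the authors' processed values and 1.09 with array weights.
Another 2 clones matched to phospholipid hydroperoxide glutathione peroxidase fell too, with −1.72 (clone sb010P0014C03, adjusted p = 6.22e-06) and −1.54 (clone sb010P0015M08, adjusted p = 6e-05). Both were called with the scan group as a block (−1.82 and −1.67, adjusted p = 0.000383 and 0.000969) and within one scan group (−2.06 and −2.02, adjusted p = 5.36e-05 and 6.14e-05). A further clone of this enzyme fell as well (sb010P0034A24, −1.99, adjusted p = 0.0199, above background on 2 of 3 air arrays), with −2.44 under the block (0.036) and −1.53 within one scan group (0.327), and was lost without water replicate 1 or 2 or air replicate 2 (−1.42, 0.156) and without background correction (0.0602). The clone of gpx4a does not hold the value that Table S2 lists. ftl, a ferritin that stores iron, had 1.17 (clone sb010P0017C19, standard error 0.36, adjusted p = 0.0758), gpx2 0.65 (standard error 0.25, adjusted p = 0.178, above background on 2 of 3 water arrays), gpx4b 0.71 (standard error 0.31, adjusted p = 0.268) and the thioredoxin reductase gene txnrd1 0.83 (standard error 0.24, adjusted p = 0.0556). None of these 4 passed with the block or within one scan group (adjusted p = 0.102 to 0.964). At 1 h gpx4b had −1.32 (standard error 0.31, adjusted p = 0.0915, above background on 2 of 3 air arrays) and at 3 h gpx4 −1.24 (standard error 0.49, adjusted p = 0.22).
Of the 15 clones of oxidative stress genes named by the paper, 3 rose and 1 fell at 0.5 h (8 and 1 adjusted over the list alone, which is not independent evidence).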

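The oxygenase gene alkbh5, which removes methyl groups from RNA, had a log2 difference of 1.74 (clone sb010P0029I18, standard error 0.60, adjusted p = 0.125) at 0.5 h. Its level was 11.85 ± 0.60 in air and 10.11 ± 2.44 in water (log2 intensity, SD, n = 3 arrays each). The difference was 1.60 with the scan group as a block (adjusted p = 0.561) and 1.05 within one scan group (adjusted p = 0.743).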

Intriguingly, we also found that the alkylation repair homolog 5 ortholog (*alkbh5*), which is a 2-oxoglutarate-dependent oxygenase that may modulate patterns of histone methylation in hypoxic cells [78], is highly up-regulated (2.42-fold increase) within 30 min of aerial incubation.

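commd7, a COMM domain protein that acts on NF-κB, rose at 1 h, by 1.85 (clone sb010P0003C15, standard error 0.24, adjusted p = 0.000124) on the log2 scale. Its level was 11.86 ± 0.37 in air and 10.02 ± 0.41 in water (log2 intensity, SD, n = 3 arrays each), and every air array was above every water array. The call held without any 1 array. irak1bp1 (clone sb010P0040B13), which binds the kinase of interleukin-1 receptors, was not well above background in air or water at 1 h (adjusted p = 0.259). traf3lp2, an adaptor of the same pathway, had 0.51 (clone sb010P0044I09, standard error 0.17, adjusted p = 0.169) and did not pass the test.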

As mentioned earlier, some genes that can potentially participate or regulate both canonical and non-canonical NF-κB signaling pathways (*commd7*, *irak1bp1*, *traf3lp2*) are activated in aerially incubated embryos at 1 h (Figure 3D). These pathways activate the NF-κB transcription factor, which increases the expression of several antioxidant proteins [66]. 

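nqo1, a quinone reductase that protects against oxidants, rose at 0.5 h by 1.09 (clone sb010P0015P08, standard error 0.30, adjusted p = 0.0465) on the log2 scale, and a further clone matched to it rose by 1.55 (clone sb010P0044F02, standard error 0.29, adjusted p = 0.00159). In both the 3 air arrays lay above the 3 water arrays. Taking the scan group as a block, nqo1 had 1.15 (adjusted p = 0.215), and within one scan group 1.60 (adjusted p = 0.037). For the further clone the block gave 1.41 (adjusted p = 0.0535), and the comparison within one scan group 1.13 (adjusted p = 0.212). On leaving out 1 array, the call was lost for nqo1 without each array in turn except air replicate 2 (1.004, adjusted p = 0.165 without water replicate 1). Calls ended without background correction and with the authors' processed values for nqo1 (adjusted p = 0.000132 to 0.115 over 8 settings).
gpx1a, a glutathione peroxidase of the cytoplasm, had 0.82 (clone sb010P0023N05, standard error 0.24, adjusted p = 0.0634) at 0.5 h and −0.58 at 1 h (adjusted p = 0.292). The superoxide dismutase mnsod, found by protein description only, had 4 clones, with 0.52, 0.29, 0.37 and −0.95 at 0.5 h (adjusted p = 0.368, 0.544, 0.773 and 0.26). At 3 h its clone sb010P0015K18 had 0.56 (adjusted p = 0.155). None passed with the scan group as a block or within one scan group at 0.5 h (adjusted p = 0.553 to 1).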

Interestingly, some of the typical antioxidant target genes of NF-κB are up-regulated in embryos within the first 3 h of aerial incubation, such as the Mnsod mitochondrial enzyme that protects cells from oxidative stress by converting^.^O2^−^ into H_2_O_2_ [79], the cytoplasmic Gpx1 enzyme that catalyzes the conversion of H_2_O_2_ into water using glutathione as a substrate [80], or the FAD-binding Nqo1 reductase that prevents the one electron reduction of quinones that produces radical species [81]. These observations could suggest that activation of NF-κB signaling pathways contributes to the response of killifish embryos to oxidative stress.

#### Protein metabolism

During the first 3 h of aerial exposure, a high number of genes related to protein metabolism, particularly with catabolic processes, transport and synthesis appear to be up-regulated. Among these genes, we found higher expression of several proteases such as calpain, Adamts, or the aminopeptidase Npepps, which is preceded by a considerable down-regulation (∼2.4-fold) of some proteinase inhibitors as serpin and cystatins (Table S2). However, genes related to the ubiquitin proteasome degradation pathway, devoted to targeted degradation of most proteins including cue regulators of cell cycle, transcription regulators or misfolded proteins [82], [83], were the most represented, including the ubiquitin specific protease 5 (*usp5*) and ubiquitin C-terminal hydrolase L1 (*uch-l1*) (Figure 3E). 

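serpin, a serine proteinase inhibitor of plasma, fell at 0.5 h, with a log2 difference of −2.01 (clone sb010P0006C13, standard error 0.54, adjusted p = 0.0378), and rose at 3 h by 2.56 (standard error 0.54, adjusted p = 0.0307). cstb, an inhibitor of cathepsins in the cytoplasm, rose at 0.5 h, by 1.07 (clone sb010P0017O06, standard error 0.19, adjusted p = 0.000735), and again at 12 h by 0.83 (standard error 0.19, adjusted p = 0.0172). cst, another cystatin, had −0.60 (clone sb010P0038M23, standard error 0.30, adjusted p = 0.365, above background on 1 of 3 air arrays) at 0.5 h and rose at 12 h by 1.56 (standard error 0.30, adjusted p = 0.00398). The aminopeptidase gene npepps rose at 3 h by 1.23 (clone sb010P0008F07, standard error 0.26, adjusted p = 0.035). In each call the 3 air arrays lay apart from the 3 water arrays. The calcium-activated protease capn1a had 0.57 (clone sb010P0015G15, standard error 0.16, adjusted p = 0.0561) at 0.5 h and adamts9, a protease of the matrix, 0.93 (clone sb010P0034C19, standard error 0.34, adjusted p = 0.194) at 3 h.
At 0.5 h, serpin, cstb and capn1a had −1.52, 0.70 and 0.50 with the scan group as a block (adjusted p = 0.504, 0.112 and 0.436), and −1.37, 0.57 and 0.39 within one scan group (adjusted p = 0.534, 0.299 and 0.571). At 12 h, cst and cstb had 1.46 and 0.47 with the block (adjusted p = 0.0944 and 0.476), and 0.93 and 0.60 within one scan group (adjusted p = 0.335 and 0.43). At 0.5 h, the call ended for serpin without water replicate 1 or 3 or air replicate 2 or 3 (−1.66, adjusted p = 0.172 without air replicate 3). No call was made without background correction and with median scaling for serpin (adjusted p = 1.91e-05 to 0.0796 over 8 settings). At 3 h, the call was lost for serpin without water replicate 1, 2 or 3 (2.42, adjusted p = 0.1 without water replicate 2) and npepps without each array in turn except air replicate 3 (1.12, adjusted p = 0.194 without air replicate 1), and npepps was 0.82 without air replicate 2. The threshold was missed without background correction and with the authors' processed values for serpin, with median scaling for serpin and npepps and with the print group correction and with the authors' values after print group correction for npepps (adjusted p = 3.85e-06 to 0.624 over 8 settings). npepps moved to 0.57 with the print group correction and 0.56 with the authors' values after print group correction. At 12 h, leaving out arrays ended the call for cstb without water replicate 1 or 2 or air replicate 1 or 3 (0.81, adjusted p = 0.0848 without air replicate 3). Other calls were lost with the authors' processed values and with the authors' values after print group correction for cst and cstb and without background correction for cstb (adjusted p = 2.65e-05 to 0.189 over 8 settings).
Over 51 clones of proteinases and inhibitors the mean was −0.08 at 0.5 h (camera adjusted p = 0.388, 4 fell, and 3 rose and 9 fell adjusted over the list alone), among them AMBP, a plasma inhibitor, with −0.98 and −0.94 on 2 clones and the methionine aminopeptidase map with −1.34. These 3 had −1.01, −0.91 and −1.005 with the scan group as a block (adjusted p = 0.179, 0.239 and 0.326), and within one scan group −1.27, −0.79 and −0.37 (0.0759, 0.349 and 0.81). They were lost in 5, 4 and 3 of 6 fits without 1 array (adjusted p up to 0.111, 0.166 and 0.105), and the authors' values gave −1.90 and −1.67 for the AMBP clones. At 12 h the list rose (mean 0.07, adjusted p = 0.033), with 3 clones up and 1 down, including cystatin clones at 1.65 and 1.46. The mean at 12 h was 0.14 with the scan group as a block (adjusted p = 0.0108) and 0.15 within one scan group (0.0247). That call ended without water replicate 2 (adjusted p = 0.0611), water replicate 3 (0.03, 0.092) or air replicate 2 (0.0914), and with 5 other settings (adjusted p = 0.0759 to 0.432), of which the authors' processed values gave −0.00.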

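usp5, a protease that takes ubiquitin chains apart, rose at 0.5 h, by 1.17 (clone sb010P0015G14, standard error 0.29, adjusted p = 0.0222) on the log2 scale, with overlapping air and water arrays. With the scan group as a block the log2 difference of usp5 was 1.09 (adjusted p = 0.22), and within one scan group 0.56 (adjusted p = 0.657). A call was no longer made for usp5 without water replicate 2 or 3 or air replicate 2 or 3 (0.87, adjusted p = 0.156 without air replicate 2). It missed the threshold without background correction (adjusted p = 0.000464 to 0.0602 over 8 settings). uch-l1, a ubiquitin hydrolase, had 0.82 (clone sb010P0011M12, standard error 0.57, adjusted p = 0.575) at 0.5 h and −1.65 (standard error 0.57, adjusted p = 0.164) at 3 h. The clone of the proteasome subunit psma8 that holds the listed values had 1.96 at 1 h (adjusted p = 0.172), and that of ubc, named a ubiquitin carrier protein in the paper, −1.37 at 24 h (adjusted p = 0.617). psme1, a proteasome activator, was at least 1.25-fold higher in air (clone sb010P0023H06, adjusted p = 0.34), as it was not well above background in water at 3 h.
Of the 7 clones of this group, 1 rose at 0.5 h (1 adjusted over the list alone, a list chosen on these arrays), and limma called 0 at 3 h, with 1 higher and 1 lower at an unadjusted p under 0.05. Over 127 clones of ubiquitin and the proteasome the mean was −0.07 at 0.5 h (camera adjusted p = 0.388).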

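krt2a3, a type II keratin of the outer cell layer, fell at 0.5 h, with a log2 difference of −2.04 (clone sb010P0009E23, standard error 0.32, adjusted p = 0.000225). col1a1b, a chain of type I collagen, fell, with −1.32 (clone sb010P0026D03, standard error 0.31, adjusted p = 0.0145), on a clone that does not hold the listed value. cdc28l, which binds cyclin-dependent kinases, had −1.01 (clone sb010P0020J06, standard error 0.22, adjusted p = 0.01) and skp1a, a part of ubiquitin ligases of the cell cycle, −1.50 (clone sb010P0004I07, standard error 0.38, adjusted p = 0.0268). In these 4 genes every air array was below every water array. The myosin light chain myl6 fell, with −1.93 (clone sb010P0015B23, standard error 0.50, adjusted p = 0.0303) and overlapping arrays, and gsn, which cuts actin filaments, had −1.37 (clone sb010P0017I12, standard error 0.44, adjusted p = 0.0929, above background on 2 of 3 air arrays) without passing the test.
Of the 10 clones of this group, 5 fell at 0.5 h (6 adjusted over the list alone, chosen on these arrays). For cdc28l, col1a1b, krt2a3, skp1a and myl6, the fit with the scan group as a block gave −0.95, −1.54, −1.79, −1.06 and −0.85 (adjusted p = 0.129, 0.0394, 0.0172, 0.499 and 0.779), and the comparison within one scan group −1.07, −2.03, −1.51, −0.91 and 0.37 (adjusted p = 0.0847, 0.00468, 0.0104, 0.39 and 0.863). On leaving out 1 array, the call was lost for cdc28l without water replicate 3 or air replicate 3 (−0.88, adjusted p = 0.0742 without water replicate 3), col1a1b without water replicate 1 or 2 or air replicate 1 (−1.15, adjusted p = 0.0864 without water replicate 2), skp1a without water replicate 1 or 3 or air replicate 2 (−0.78, adjusted p = 0.265 without air replicate 2) and myl6 without each array in turn except air replicate 1 (−1.35, adjusted p = 0.214 without air replicate 3), and myl6 was −3.08 without air replicate 1. Calls ended with the authors' processed values for cdc28l, without background correction for col1a1b, skp1a and myl6, with median scaling for skp1a and myl6 and with array weights for skp1a (adjusted p = 2.87e-07 to 0.111 over 8 settings). skp1a moved to −0.80 with array weights.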

By 30 min, we also observed a transient down-regulation of genes related to cell cycle and cell proliferation, the cytoskeleton, and cell-cell adhesion and extracellular matrix, and the up-regulation of many transcription factors (Figure 3F and G; Table S2). 

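At 1 and 3 h, limma called 0 of 10 clones of genes for the cell cycle, the cytoskeleton and the matrix, and 0 of 8 of transcription genes. At an unadjusted p under 0.05 there were 2 and 3 of the 10, and 2 and 0 of the 8. mphosph8, which binds methylated histone H3, was at least 1.15-fold higher in air (clone sb010P0044J13, adjusted p = 0.265, where 1 of 3 air arrays measured it), as it was not well above background in water at 1 h. myh10, a non-muscle myosin heavy chain, had 2.33 (clone sb010P0022F15, standard error 0.71, adjusted p = 0.129, above background on 1 of 3 water arrays) at 3 h, and the protocadherin gene pcdh9, of cell adhesion, was at least 1.06-fold higher in air (clone sb010P0030L14, adjusted p = 0.448, where 1 of 3 air arrays measured it), as it was not well above background in water at 1 h. At 1 h cdc28l had −0.93 (adjusted p = 0.0943, above background on 2 of 3 air arrays). The transcription factor gene grhl3 (clone sb010P0014I20), which guides the outer layer, was not well above background in air or water at 1 h (adjusted p = 0.342). rorcb, a nuclear receptor, had 0.50 (clone sb010P0016M01, standard error 0.38, adjusted p = 0.658) at 3 h.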

Genes related to these functional categories are activated later at 1 and 3 h of aerial exposure or remain up-regulated. Taken together, these data may point to an initial phase of tissue remodeling in aerially incubated embryos, where ubiquitin-mediated proteolysis might play a role [84], which overlaps, at least in part, with the activation of embryonic differentiation. In zebrafish embryos, the ubiquitin proteasome proteolytic pathway has been involved in the BMP pathway which plays a main role in determining the ventral cell fates [85], the *notch* signaling pathway [86], as well as in the degradation of paired-like homeobox gene *vsx1* [87]. Therefore, the early transcriptomic response of aerially incubated killifish embryos may resemble the cell stabilization and remodeling phase described in adult gills after hyposmotic shock, during which many genes associated with cell cycle regulation, cell growth, cell morphology, and the cytoskeleton, are transiently or permanently up-regulated [38].

#### Lipid metabolism and yolk processing

The expression of genes coding for proteins related to lipid and lipoprotein metabolism are among the most regulated in embryos during the first 3 h of aerial exposure (Figure 3H). 

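The list of plasma and yolk syncytial layer proteins fell at 0.5 h by 0.58 on average over 65 clones (camera adjusted p = 1.18e-12). Besides lipid carriers it holds transferrins, hepcidins, fibrinogens, complement proteins and proteinase inhibitors. Of these clones, 18 fell and 1 rose (26 and 1 adjusted over the list alone). They fell at 1 h, by 0.23 (adjusted p = 0.00203, 1 clone fell, 6 fell and 1 rose adjusted over the list alone), and rose at 3 h by 0.32 (adjusted p = 3.03e-05, 6 clones rose, 12 adjusted over the list alone). At 6 h they fell by 0.28 (adjusted p = 2.72e-06, 2 clones adjusted over the list alone) and at 12 h they rose by 0.37 (adjusted p = 2.86e-06, 5 clones, 10 adjusted over the list alone). No alternative ended any of these calls, and adjusted p with an estimated correlation was 3.19e-07 at 0.5 h and 0.000265 at 3 h.
Taken with the scan group as a block, the mean was −0.61 at 0.5 h (adjusted p = 1.29e-14) and 0.34 at 12 h (2.83e-05). Within one scan group it was −0.58 (1.36e-08) and 0.32 (0.00181). Among its lipid carriers, apolipoprotein A-IV3 was at least 3.74-fold lower in air at 0.5 h (clone sb010P0030E07, adjusted p = 2.2e-05, not well above background in air), and apolipoprotein A-IV4 fell, with a log2 difference of −1.95 (clone sb010P0010E22, adjusted p = 1.42e-05). Both calls held with the block and within one scan group. Another clone of apolipoprotein A-IV4 (sb010P0030O13, −1.91, adjusted p = 0.00254) had −1.27 with the block (0.227) and −1.43 within one scan group (0.229), and 5 others ran from −1.74 to 0.46. The air arrays at 0.5 h stood 0.125 nearer the 2–4 cell profile on the early score, at which lipid carriers such as apob were lower than at mid-gastrula.
Fatty acid and sterol transport genes as a list did not pass at 0.5 h (21 clones, mean −0.07, adjusted p = 0.992, 1 fell), nor did globins (−0.34, adjusted p = 0.0713). Globins had −0.14 with the scan group as a block and −0.04 within one scan group (adjusted p = 0.422 and 0.758).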

In fish embryos, lipid and yolk (i.e. vitellogenin derived yolk proteins) reserves are stored within the yolk sac and represent the main energy source for embryo nourishment until external feeding. The yolk syncytial layer (YSL) or periblast consists of a vitellolysis zone and a cytoplasmic zone surrounding the yolk, and is therefore considered to play an integral role in the absorption of yolk in fish [88]. Accordingly, it is known that the YSL express a number of apolipoproteins, cysteine or aspartic proteases (cathepsins), and lipases, which allow yolk protein hydrolysis and lipid mobilization and absorption [89], [90], [91], [92], [93]. In our study, we found that the lipoprotein lipase encoding gene (*lpl*) is rapidly up-regulated at 30 min of aerial exposure which would be consistent with the immediate requirement of lipid mobilization to sustain enhanced embryonic development. 

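lpl, the lipase that frees fatty acids from lipoproteins, had a log2 difference of 0.84 (clone sb010P0041P02, standard error 0.31, adjusted p = 0.163) at 0.5 h. It was 0.71 with the scan group as a block (adjusted p = 0.681) and 0.27 within one scan group (adjusted p = 0.91). At 3 h another clone matched to lipoprotein lipase had −1.16 (clone sb010P0025I24, adjusted p = 0.112).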

Lipoprotein lipase is a triglyceride lipase widely expressed in a broad range of animals, including mammals and fish, and is involved in the hydrolysis of triglycerides of circulating chylomicrons and very low-density lipoproteins [94], [95], [96]. In killifish, the expression of *lpl* seems to occur much earlier than in other teleosts, since in rainbow trout (*Oncorhynchus mykiss*) no transcript is detected before stage E9 [97], and in zebrafish the expression starts in the periderm at the 14–19 somites stage [98]. Intriguingly, the elevated *lpl* expression in aerially incubated killifish embryos is concomitant with a transient down-regulation of several genes encoding apolipoproteins (*apoa2*, *apobl* and *apoa4*), as well as of fatty acid binding proteins and transporters (*fabp6*, *h-fabp*, *slc27a1*; Table S2), which are essential for lipid transport and mobilization during development [92], [99]. These observations are therefore surprising but they may suggest that lipid hydrolytic processes, rather than transport mechanisms, are the immediate reaction to aerial exposure, possibly to sustain an increased metabolic rate. 

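The apolipoprotein clone apo fell at 0.5 h, with a log2 difference of −3.28 (clone sb010P0043I05, standard error 0.38, adjusted p = 1.41e-06, above background on 1 of 3 air arrays). h-fabp, a fatty acid binding protein of heart and muscle, fell, with −3.26 (clone sb010P0022F23, standard error 0.40, adjusted p = 4.18e-06), and apob with −2.43 (clone sb010P0011E17, standard error 0.39, adjusted p = 0.000256). apoa4, a carrier of lipids in plasma, fell, with −1.31 (clone sb010P0003B18, standard error 0.20, adjusted p = 0.000182). Every air array was below every water array in these 4, and their calls held without any 1 array. Blocking on the scan group gave apo, h-fabp, apob and apoa4 −2.55, −2.76, −2.0 and −1.43 (adjusted p = 0.000852, 0.00132, 0.0271 and 0.00169), against −2.15, −1.95, −2.12 and −1.76 (adjusted p = 0.00939, 0.00288, 0.0382 and 0.000125) within one scan group.
Further apolipoprotein clones fell as well: apobl, similar to apolipoprotein B, with −1.47 (clone sb010P0032B23, standard error 0.28, adjusted p = 0.00211, above background on 1 of 3 air arrays) and apoa-IV3 with −1.31 (clone sb010P0039L06, standard error 0.34, adjusted p = 0.031), on clones that do not hold the listed values. The values of apobl and apoa-IV3 were −1.43 and −1.10 (adjusted p = 0.042 and 0.369) with the scan group as a block, and −0.82 and −0.93 (adjusted p = 0.394 and 0.48) within one scan group. The call ended for apoa-IV3 without water replicate 2 or 3 or air replicate 2 or 3 (−1.11, adjusted p = 0.156 without water replicate 3). No call was made without background correction and with median scaling for apoa-IV3 (adjusted p = 2.87e-05 to 0.0855 over 8 settings). apobl moved to −3.25 with the authors' processed values and −2.53 with the authors' values after print group correction. Other clones of apobl were not called at 0.5 h, with −0.49 (sb010P0031A22, adjusted p = 0.276) and 0.12 (sb010P0042C06, adjusted p = 0.966). fabp6, a bile acid binding protein, had −0.56 (clone sb010P0011G14, standard error 0.22, adjusted p = 0.206), and the clone of its contig with the listed values −0.71 (adjusted p = 0.0929). At 1 h apo fell again, with −2.58 (standard error 0.38, adjusted p = 0.000639, above background on 2 of 3 air arrays), while apoa4 had −0.88 (adjusted p = 0.0853) and the fatty acid transporter slc27a1 −1.21 (clone sb010P0031B17, standard error 0.30, adjusted p = 0.0943, above background on 1 of 3 air arrays).
Of the 13 lipid clones named by the paper, 6 fell at 0.5 h (2 rose and 7 fell adjusted over the list alone, chosen on these arrays).

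**Figure D4:**
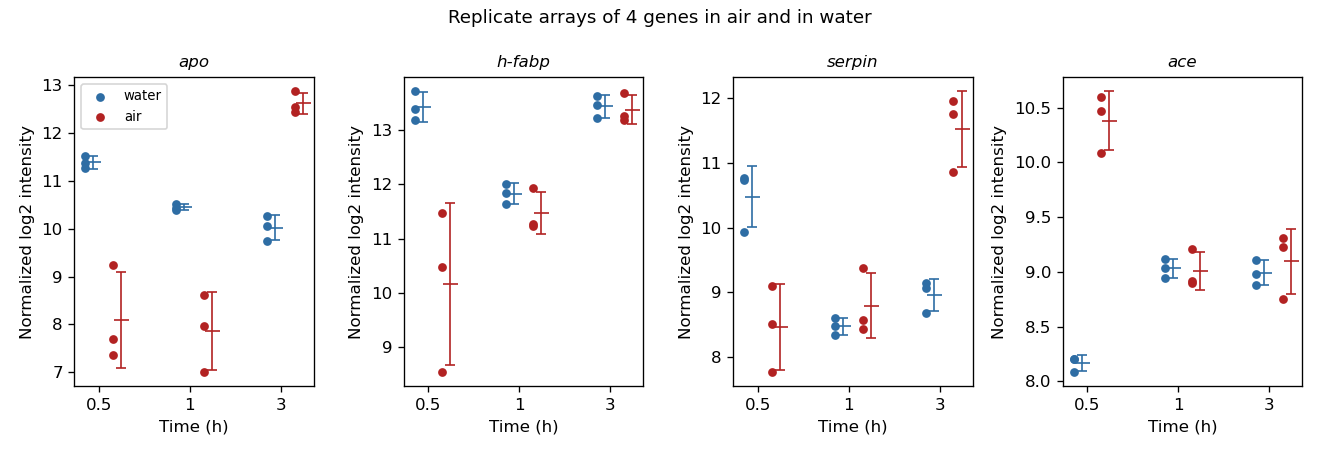
Log2 intensity (vertical axis) of apo, h-fabp, serpin and ace on each air and water array (points) at 0.5, 1 and 3 h (horizontal axis), with bars at the mean ± SD of 3 arrays. The 3 air arrays of apo lie below the water arrays at 0.5 and 1 h and above them at 3 h.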

By 3 h of aerial incubation, lipid transport and yolk protein processing seems to be activated since apolipoprotein as well as cathepsin D (*ctsd*) genes are up-regulated. 

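At 3 h, apo rose by 2.59 (standard error 0.38, adjusted p = 0.000235) on the log2 scale, transferrin, which binds iron in plasma, by 1.70 (clone sb010P0011K16, standard error 0.22, adjusted p = 4.66e-05), and its second clone tf by 1.57 (clone sb010P0017C06, standard error 0.31, adjusted p = 0.0171). The apolipoprotein B-like protein rose by 1.51 (clone sb010P0034B13, standard error 0.33, adjusted p = 0.0374) and alpha-2-macroglobulin, an inhibitor of proteinases in plasma, by 1.49 (clone sb010P0021J07, standard error 0.32, adjusted p = 0.0372). In all 5 the 3 air arrays lay above the 3 water arrays. The call was lost for tf without water replicate 1 or 3 (1.53, adjusted p = 0.0861 without water replicate 3), the apolipoprotein B-like protein without water replicate 1, 2 or 3 (1.36, adjusted p = 0.117 without water replicate 2) and alpha-2-macroglobulin without water replicate 1, 2 or 3 or air replicate 1 (0.71, adjusted p = 0.212 without air replicate 1). The threshold was missed without background correction for tf and the apolipoprotein B-like protein, with median scaling for tf, the apolipoprotein B-like protein and alpha-2-macroglobulin, with the print group correction for tf, with the authors' values after print group correction for tf and alpha-2-macroglobulin and with the authors' processed values for the apolipoprotein B-like protein (adjusted p = 4.39e-08 to 0.253 over 8 settings). Alpha-2-macroglobulin moved to 0.83 with the print group correction, 0.76 with array weights and 0.94 with the authors' values after print group correction.
ctsd, a lysosomal aspartic protease, had 1.13 (clone sb010P0032O08, standard error 0.33, adjusted p = 0.113) at 3 h, apoa4 0.75 (standard error 0.20, adjusted p = 0.0944) and a clone of apobl 1.06 (clone sb010P0042C06, standard error 0.38, adjusted p = 0.174), which did not pass. Of the 13 lipid clones named by the paper, 1 rose at 3 h, and 4 adjusted over the list alone. At 12 h transferrin rose on another clone by 2.10 (clone sb010P0015D24, standard error 0.51, adjusted p = 0.0308), and hepcidin 3, a hormone that holds back iron, by 1.82 (clone sb010P0002N02, standard error 0.32, adjusted p = 0.00146). Taking the scan group as a block, transferrin and hepcidin 3 had 2.05 and 1.79 (adjusted p = 0.225 and 0.0355), and within one scan group 1.83 and 2.10 (adjusted p = 0.155 and 0.021). Leaving out arrays ended the call for transferrin without each array in turn except water replicate 1 (1.12, adjusted p = 0.204 without water replicate 2). Other calls were lost without background correction, with the authors' processed values and with the authors' values after print group correction for transferrin (adjusted p = 0.013 to 0.174 over 8 settings). Transferrin moved to 1.15 with array weights and 0.91 with the authors' values after print group correction. Other hepcidin clones that rose were less stable: hamp3 (1.78, adjusted p = 0.00383) had 1.42 with the block (0.171) and 2.01 within one scan group (0.0589), and sb010P0029M12 (1.71, 0.0279) had 1.12 (0.455) and 0.48 (0.839) and was lost without each array in turn except water replicate 3 (1.08, 0.172 without water replicate 2).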

Some studies in teleosts have implicated the aspartic protease Ctsd in the processing of yolk proteins [89], [97], [100], and a recent study in zebrafish has shown the critical role of Ctsd in the retinal pigment epithelium, swim-bladder formation and growth [101]. Therefore, the subsequent response of embryos seems to be the mobilization of yolk reserves and the increase of circulating apolipoproteins as a source of fatty acids, which together with the stimulation of protein turn-over (synthesis, post-translational modification, and transport; see above), are possibly required to enhance embryo development.

An interesting observation in our study is the relatively strong up-regulation (by ∼2-fold) of the steryl-sulfatase-like (*stsl*) enzyme (Figure 3H), which is involved in the conversion of sulfated steroid precursors to estrogens during pregnancy [102]. 

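stsl, an enzyme that removes sulfate from steroids, had a log2 difference of 0.72 (clone sb010P0021O21, standard error 0.26, adjusted p = 0.143, above background on 2 of 3 water arrays) at 0.5 h. Its level was 8.07 ± 0.33 in air and 7.35 ± 0.43 in water (log2 intensity, SD, n = 3 arrays each). With the scan group as a block the difference was 0.70 (adjusted p = 0.552) and within one scan group 0.71 (adjusted p = 0.469).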

In a recent study, Pri-Tal et al. [103] reported that *A. limnaeus* embryos that escape diapause II show higher levels of androstenedione (estrogen precursor) and estradiol that embryos entering diapause, suggesting that that steroid hormonal signaling is involved in the regulation of developmental trajectories in this species. Sulfatation of the 3β-hydroxyl group of a steroid may transforms a liposoluble steroid into a water soluble molecule, and therefore modifies its subcellular localization and biological activities [104]. Although in our experiments we could not identify the activation of estrogen signaling pathways in aerial incubated killifish embryos, a potential high sulfatase activity in these embryos may suggest that steroid hormones might be involved in the pathway triggering the acceleration of development as in *A. limnaeus* escape embryos. Future studies will be necessary to test this hypothesis.

#### Morphogenesis and growth

The acceleration of development in aerial incubated embryos is illustrated by the up-regulation within the first 3 h of a number of genes potentially involved in different morphogenetic and growth processes (Figure 3I; Table S2). Most of these genes however are not activated until 3 h, which may reflect a second and rapid phase in the response of embryos to aerial exposure during which the major event seems to be the estimulation of development. 

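Of 11 clones of development and hatching genes named by the paper, limma called 2 higher at 0.5 h and 0 at 1 h and 3 h, with 2 and 5 at an unadjusted p under 0.05. Adjusted over the list alone, 5 were higher at 3 h, in a list chosen on these arrays. The myogenic factor gene mif6, which drives muscle formation, had a log2 difference of 1.19 (clone sb010P0017C07, standard error 0.34, adjusted p = 0.104) at 3 h, dennd1a, of membrane traffic, 1.30 (clone sb010P0034B08, standard error 0.38, adjusted p = 0.12), the retinal binding protein gene rlbp1a 1.62 (clone sb010P0043D07, standard error 0.51, adjusted p = 0.135), scinla, an actin-cutting protein of the eye, 0.95 (clone sb010P0021N06, standard error 0.31, adjusted p = 0.142, above background on 2 of 3 water arrays) and ttna, the giant muscle protein titin, 0.56 (clone sb010P0037E20, standard error 0.20, adjusted p = 0.169, above background on 2 of 3 water arrays).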

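ace, angiotensin I converting enzyme, which acts on blood vessels, rose at 0.5 h by 2.22 (clone sb010P0020F09, standard error 0.23, adjusted p = 4.52e-07) on the log2 scale. Its level was 10.38 ± 0.27 in air and 8.17 ± 0.07 in water (log2 intensity, SD, n = 3 arrays each). adcyap1b, a neuropeptide of the pituitary, rose by 1.56 (clone sb010P0014B11, standard error 0.34, adjusted p = 0.0089). In both the 3 air arrays lay above the 3 water arrays. With the scan group as a block the log2 difference of ace and adcyap1b was 2.41 and 0.87 (adjusted p = 4.17e-06 and 0.487), and within one scan group 2.43 and 0.58 (adjusted p = 1.9e-05 and 0.621). A call was no longer made for adcyap1b without air replicate 2 (0.93, adjusted p = 0.102). adcyap1b moved to 2.67 with the authors' values after print group correction.
epyc, a proteoglycan of cartilage, had 0.19 (clone sb010P0041N07, standard error 0.41, adjusted p = 0.937) at 0.5 h, and the clone of its contig with the listed values −0.48 (adjusted p = 0.26). At 1 h coro2b, an actin-binding protein of neurons, had 1.57 (clone sb010P0016N01, standard error 0.64, adjusted p = 0.281, above background on 2 of 3 air arrays), and lphn2, a receptor of the nervous system, 1.52 (standard error 0.47, adjusted p = 0.15) on the clone with the listed values.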

Among the processes that appear to be activated are angiogenesis (*ace*), bone and cartilage formation (*epyc*), eye, brain and nervous system development (*adcyap1b*, *lphn2*, *coro2b*, *dennd1a*, *rlbp1a*, *scinla*), and muscle development (*mif6*, *ttna*).

### Conclusions

In summary, we used microarray analysis to identify alterations in the *F. heteroclitus* embryonic transcriptome in response to aerial incubation. The data revealed a very rapid and large transcriptomic response, including the differential regulation of at least 559 different genes within 3 h of air exposure. The observed changes in gene expression seem to define two overlapping phases during which the sensing of the environmental cue is followed by the activation of embryonic development. These findings therefore suggest that *F. heteroclitus* embryos possibly retain multiple transcriptional mechanisms, which allow them to rapidly acclimate to changing environmental conditions before hatching. Since the desiccation conditions employed in our study most likely do not impose severe water loss, and hence a dramatic dehydration stress, our results also imply that killifish embryos are able to sense and respond even to non-lethal environmental changes in water and/or oxygen availability. The present work however provides only a preliminary analysis of the changes of the killifish transcriptome during aerial incubation. Future studies using next-generation sequencing technologies or genome-wide microarray platforms, and also employing more detailed sampling (i.e. within minutes), will be very useful to obtain a deeper picture of the specific physiological mechanisms involved.

It seems noteworthy that aerial incubation of killifish embryos appears to differentially activate similar classes of transcripts that are reported to be expressed in previous studies on dormant forms of invertebrates and vertebrates, including desiccated models, in which metabolic activity is dramatically reduced [5]. Among these genes are those potentially involved in phosphorylation signaling pathways, oxidative stress or molecular chaperones [5], [65], [105], suggesting critical adaptations to survival in killifish embryos that may resemble to other species undergoing dormancy, diapause or desiccation. Thus, desiccation resistance during delayed hatching of killifish embryos may be an useful model to elucidate common and distinct pathways for the long term preservation of animal cells.

## Supporting Information

Figure S1 **Features of the multi-stage** ***F. heteroclitus*** **embryo cDNA library.** The normalized library was constructed from total RNA extracted from a pool of embryos at different developmental stages maintained in water or in air, and collected at different times after water addition. (**A**) Number of ESTs within each contig after assembly. (**B**) Mean contig EST length and mean length of singletons (in bp). (**C**) BLAST2GO categories of killifish ESTs.
(JPG)

Figure S2 **Log_2_ fold change correlations of selected genes detected by microarray and qPCR, and primer sequences.** (**A**) Log2 fold change detected by qPCR is depicted on the *x*-axis, and change detected by microarray is on the *y*-axis. The graph shows 120 comparisons of fold change in expression of 20 genes showing significant (*p*<0.01) differential expression at one or more time points during aerial incubation. Spearman’s rank correlation detected R = 0.88 (*p*<0.0001) correlation between microarray and qPCR detection of fold change. (**B**) Forward and reverse primer sequences for the 20 experimental and 1 reference genes used for qPCR to validate gene expression microarray results.
(TIF)

Table S1 **Largest EST clusters in the normalized** ***Fundulus heteroclitus*** **multi-stage embryo cDNA library.** The table lists the largest EST clusters (with >10 ESTs) in the normalized library and their annotation.
(PDF)

Table S2 **Genes changing significantly at different times in aerially incubated** ***Fundulus heteroclitus*** **embryos from the mid-gastrula stage with respect to embryos maintained submerged in water.** Data show log_2_ fold-differences in expression at different times (0.5, 1, 3, 6, 12 and 24 h) during aerial incubation and p-values. For Contigs, fold-changes and *p*-values are given for a representative probe.
(XLS)

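The log2 values that Table S2 lists were set against the authors' processed values clone by clone. Of 1959 clones compared, 1798 (91.8%) had the table's values at all 6 times within 0.01 on the log2 scale. A further 103 had the values of another clone of the same contig, 12 those of a clone outside it, and 46 matched no single clone. The table's p-values at the time of each class went up to 0.00999. Of the 1798 matching clones, 314 (17.5%) had an adjusted p under 0.05 at 1 or more times when limma was run on the authors' processed values. fkbp1b, a folding enzyme, and the lipid carrier fabp6 are examples of genes whose listed values belong to another clone of their contig.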

# Supplementary material for: A Rapid Transcriptome Response Is Associated with Desiccation Resistance in Aerially-Exposed Killifish Embryos
**Source:** PLoS One. 2013 May 31;8(5):e64410. doi: 10.1371/journal.pone.0064410
**Supplement:** Table S1 — Largest EST clusters in the normalized Fundulus heteroclitus multi-stage embryo cDNA library. The table lists the largest EST clusters (with >10 ESTs) in the normalized library and their annotation.

Table S1. Largest EST clusters (with ≥ 10 ESTs) in the normalized *Fundulus heteroclitus* embryo cDNA library

Contig ID	GenBank hit acc. no ^a	Gene identification (species) of top BLAST hit ^a	BLAST E-value ^a	Length (% identity) ^b	No. ESTs
sb010-CL7Contig1	Q6PHJ8	Myosin, light polypeptide 9, like (<i>Danio rerio</i>)	4e-85	153/159 (96%)	24
sb010-CL2Contig1	Q8WNT7	Fructose-1,6-bisphosphate aldolase A (<i>Macaca fascicularis</i>)	3e-103	203/204 (99%)	22
sb010-CL11Contig1	Q6DRD1	ATP synthase, H ⁺ transporting, mitochondrial F1 complex, O subunit (<i>Danio rerio</i>)	2e-85	165/194 (85%)	13
sb010-CL13Contig1	C3KHA2	Cytochrome c oxidase subunit 4 isoform 1, mitochondrial precursor (<i>Anoplopoma fimbria</i>)	3e-30	123/153 (80%)	13
sb010-CL14Contig1	Q5XGH1	Eukaryotic translation initiation factor 4A1 (<i>Xenopus (Silurana) tropicalis</i>)	1e-152	290/307 (94%)	13
sb010-CL8Contig1	Q5SD51	NADH dehydrogenase subunit 5 (<i>Fundulus heteroclitus</i>)	0.0	490/522 (93%)	13
sb010-CL15Contig1		No significant similarity found			12
sb010-CL18Contig1	B5X5D9	Thymosin beta-a (<i>Salmo salar</i>)	6e-05	24/32 (75%)	12
sb010-CL20Contig1	B7U7V8	ATP synthase F0 subunit 6 (<i>Fundulus heteroclitus</i>)	2e-77	216/227 (95%)	12
sb010-CL6Contig1	Q6DHK6	Glutathione peroxidase 4 (<i>Danio rerio</i>)	2e-80	143/186 (76%)	12
sb010-CL26Contig1	B5DGJ9	S100 calcium binding protein V2-like (<i>Salmo salar</i>)	3e-29	62/100 (62%)	11
sb010-CL10Contig2	Q503Y1	Glutathione peroxidase 4b (<i>Danio rerio</i>)	1e-60	140/173 (80%)	10
sb010-CL16Contig1	Q6P0S2	Voltage-dependent anion channel 3 (<i>Danio rerio</i>)	1e-39	82/92 (89%)	10
sb010-CL21Contig1	B0S4R4	FXFD domain containing ion transport regulator 11b (<i>Salmo salar</i>)	3e-12	34/70 (48%)	10
sb010-CL22Contig1	Q8JHX9	Glutamate dehydrogenase 3 (<i>Oncorhynchus mykiss</i>)	6e-108	195/206 (94%)	10
sb010-CL25Contig1	C1BFF5	Actin-related protein 2/3 complex subunit 3 (<i>Oncorhynchus mykiss</i>)	2e-55	158/178 (88%)	10

^aMost significant BLASTX hit is reported.^bExtent of BLASTX hit aligned region (in amino acids), and percent identity over the aligned region.

How the deposited data were processed for this re-analysis (not part of the article)

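Transcript levels of whole embryos of Fundulus heteroclitus were measured on a spotted cDNA array in 14 groups of 3 arrays, 42 in all. The groups are the 2–4 cell stage, mid-gastrula, and embryos kept in air or in water for 0.5, 1, 3, 6, 12 and 24 h. Each array was mapped to its group and replicate number from the sample labels, set against the methods of the paper. The labels place mid-gastrula at 5 h after fertilization and the paper at 6 h, so time is given here as hours of exposure. The methods describe 3 independent incubations, but no source used here ties a replicate number to an incubation.

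The authors scanned each slide and measured every spot with the AIDA software. Their scanner values hold 17286 readings per array, for 17280 clones and for positions named empty (53 readings), each the mean over the spots of 1 clone. The intensity columns give the net, raw and local background intensity, written with decimal commas and in the scanner's own units, as deposited by the authors. The authors' processed values are log2 net intensities for 15658 clones, quantile normalized over the arrays. From the values, net intensities under 10 had been set to 10 before the logarithm was taken, which the methods do not describe. The median of these log2 values was 8.57 to 8.59 per array. The submitters' processing notes name limma without a version.

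From the scanner values, the raw intensity of each clone was corrected for its local background with normexp (offset 50) over all readings of an array. The log2 values of all readings were quantile normalized, and empty positions and clones without processed values were then left out. The 15658 clones were tested with limma 3.58.1 in R 4.3.3, with a mean for each of the 14 groups and the contrast of air minus water at each time. All arrays share 1 estimate of the spread per clone (28 residual degrees of freedom, and 4.88 prior degrees of freedom at a prior SD of 0.342 on the log2 scale). The p-values were adjusted by Benjamini-Hochberg over all clones of a contrast, with a threshold of 0.05. Counts were also taken at the paper's level, an unadjusted p under 0.01, where chance alone gives 156.58 clones. The same model gave mid-gastrula against 2–4 cells, and the difference between the responses at 2 times as an interaction.

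The signal of an array takes the place of sequencing depth. The median net intensity was 60.7 to 1083 per array (median 389), and the local background 37.8 to 401 (median 70.4). By group, raw intensity over local background was 2.26 to 4.33 at 2–4 cells, 4.28 to 9.84 at mid-gastrula, 4.07 to 5.97 in air and 5.33 to 6.52 in water at 0.5 h, and 5.27 to 9.17 and 5.18 to 7.40 at 3 h. It was 6.58 to 8.49 and 7.74 to 8.19 at 6 h, 5.58 to 7.89 and 2.55 to 7.27 at 12 h, and 5.21 to 5.42 and 8.03 to 8.57 at 24 h. A clone was above background where its net intensity was over the median of the empty positions by 3 median absolute deviations. Between replicates of a group, the correlation of log2 values was 0.782 to 0.976 (median 0.941). The number of arrays, 3 per group, limits the precision.

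Clones were named by the protein match and gene name that the authors' annotation of the array gives, mostly from other species. Of the tested clones, 6085 had a protein match (3575 different proteins) and 3212 a gene name used here. Genes that the paper names were matched to the clone that Table S2 pairs with them, and a few, said to be found by protein description only, by the description of the protein. The clone was given for each, since clones of 1 gene can differ. No genome was used, so that no position is given for any gene.

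The genes to be named were chosen by a rule with 3 parts. It takes every gene that the paper names in its results or in Fig. 3, at the times the paper gives. At each time it adds the 10 clones with a gene name and the largest log2 differences among those past an adjusted p of 0.05, or an unadjusted p of 0.01 at 1 and 24 h where fewer passed, if the 3 air arrays all lay above or all below the 3 water arrays. Last, it adds up to 4 members of each gene list. For 3 arrays against 3 such a separation has a chance of 10%. The rule, the gene lists by name, the tests and the alternatives were fixed before the data were examined, but the paper's values in Table S2 and Fig. 3 had been seen. The search words of the lists were completed when the form of the descriptions was known and before any list was tested. Clones given as further members of a gene or list were chosen after their values were seen.

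The 18 gene lists are the mitochondrial genome, nuclear oxidative phosphorylation, glycolysis, cytosolic ribosomal proteins, translation factors, heat shock proteins and chaperones, antioxidant enzymes, ubiquitin and proteasome, keratins and outer layer, plasma and yolk syncytial layer proteins, globins and erythroid genes, lens and photoreceptor genes, muscle genes, hatching enzymes, fatty acid and sterol transport, proteinases and inhibitors, cell cycle and chromatin, and water and ion transport. Each has at least 5 clones. They were tested with camera in limma with a preset correlation of 0.01 between clones and again with an estimated correlation, and with fry. These p-values were adjusted over all lists and times.

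The early score of an array places its log2 values on the line from the mid-gastrula mean (0) to the mean at 2–4 cells (−1). Any difference in RNA extraction between these stages would be part of this line. Overlaps between times were set against the overlap of independent lists in each direction. Calls were counted in each of the 48 print groups, the blocks of spots on the slide, and compared with a permutation of print groups over clones (100000 resamples).

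The alternatives fixed in advance were no background correction, median scaling in place of quantile normalization, the authors' processed values, leaving out the 3915 dimmest clones or the 846 clones at the lowest value on 21 or more arrays, and a print group correction, which subtracts from each array the median deviation within each print group. The others were the replicate number as a block, alone and with the print group correction, the scan group as a block, only the 6 arrays of a comparison, array weights, and leaving out each array in turn. Added after seeing the data were the comparison within one scan group, the authors' values with the print group correction, and 1 value per protein match for the gene lists. The range of an adjusted p over 8 settings covers the alternatives other than blocks and fits to fewer arrays, and a clone that a filter leaves out has fewer. Other splits of the same arrays were also tested, at most 100 for a result.

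The steps were tested on simulated data with known answers, made at the arrays' own spread for the 15658 clones. The noise was drawn independently for each clone and array. Errors that clones share, as within a print group, were not simulated, so the rates for clones and lists do not cover them. Of 100 clones changed by 2 on the log2 scale, 86 to 96% were called at the 6 times, and of 100 changed by 1, 32 to 43%, with 3 to 15 false calls. For lists of 40 clones, camera called a shift of 0.5 in 6 of 6 comparisons and no shift in 0 of 6. The print group test passed in 0 of 20 runs with random calls and in 14 of 20 where calls were drawn more often from 24 print groups.

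Left out were the scanner's median and SD columns, the parts of Table S2 beyond the 1964 rows used here, and the genes wnk1 and cox7a2, for which no clone was identified. A few other genes are not reported here. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for reading the values, the print group tests and the plots.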

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

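The tests between times other than 0.5 and 3 h, the values of genes and lists with the scan group as a block, within one scan group and without single arrays, and the other splits of the arrays were chosen after the results had been seen, while the test between 0.5 and 3 h and the gene lists were fixed in advance. Results are given here because the response to air differed between times by a test of the difference itself, or because the clones belong to classes whose response the text of the paper does not give. Between 0.5 h and 1, 3, 6, 12 and 24 h, the response of 134, 146, 106, 331 and 72 clones differed (limma interaction, adjusted p under 0.05), of which 93, 109, 72, 161 and 35 were higher at the later time. Between 1 h and 3, 6, 12 and 24 h it was 48, 5, 66 and 4 clones, with 7, 4, 41 and 4 lower at the later time. For 3 h against 6, 12 and 24 h the counts were 37, 226 and 37 (34, 156 and 24 lower later), for 6 h against 12 and 24 h 139 and 17 (72 and 14 lower later) and for 12 h against 24 h 36 (17 lower later). With the scan group as a block, the pairs with 0.5 h had 18, 94, 46, 324 and 21 clones. Those of 12 h with 1, 3, 6 and 24 h had 14, 44, 75 and 7. The block moves the responses at 0.5 and 12 h by the same amount, so that it cancels between these 2 times. The 324 clones are therefore no test of the scan group.

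For 3 h against 0.5 h, 3 of 100 splits of the arrays, the real one included, gave as many clones as the 146 seen. Splits that exchange air and water at 1 time only were not run, and others gave more clones than the real one. The share therefore does not exclude a chance split. Nor do these splits exclude a difference between the scan groups, which at 0.5 h go with exposure in part (94 clones with the scan group as a block). The highest of the others gave 463 clones, with water replicate 1 and air replicate 2 of 0.5 h exchanged, and a further one 301, with water replicate 2 and air replicate 2 exchanged. Such counts, several times the real one, point to a structure among the 0.5 h arrays. Without water replicate 3 of 0.5 h the count was 71, without air replicates 1, 2 and 3 of 0.5 h 292, 307 and 85, and without water replicates 1 and 3 of 3 h 83 and 61. Within one scan group it was 220.

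The response of 21 named genes differed between 0.5 and 3 h. The response at 3 h was higher, on the log2 scale with the adjusted p, for apo 5.88 (1.06e-08), serpin 4.57 (0.00087), gss 3.37 (0.0206), cops4 3.35 (0.000864), tf 3.35 (3.09e-05), transferrin 3.35 (1.99e-08), h-fabp 3.20 (0.00159), apob 2.59 (0.0129), apolipoprotein A-IV3 2.21 (0.00283), the apolipoprotein B-like protein 2.20 (0.0125), a protein known from a zebrafish clone only 2.06 (0.000636), apoa4 2.06 (5.78e-05), apobl 1.71 (0.0302) and gpx4a 1.15 (0.0396). It was lower for dusp23-like −2.40 (0.0237), ace −2.11 (0.000209), ftl −1.97 (0.0497), fructose-bisphosphate aldolase −1.95 (0.0329), usp5 −1.68 (0.037), gapdh −1.62 (0.0372) and cstb −1.24 (0.0129). The clone of gapdh is sb010P0019G20 and that of apobl sb010P0032B23, and apolipoprotein A-IV3 was not above background in air at 0.5 h. The 3 air and 3 water arrays lay apart for 18 of the 21 genes at 0.5 h (they overlapped for usp5, cops4 and the apolipoprotein B-like protein) and for 9 at 3 h, a share that carries no test, since the genes were chosen by their values on these arrays. In 7 genes (apo, serpin, tf, transferrin, apoa4, apobl and fructose-bisphosphate aldolase) they lay apart at both times, in opposite directions.

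All 21 kept their sign within one scan group, where 11 passed an adjusted p of 0.05, and 12 passed it with the scan group as a block. The values with the block and within one scan group, adjusted p in brackets, were gss 3.49 and 3.56 (0.0504 and 0.0528), apob 2.16 and 2.28 (0.105 and 0.0767), apobl 1.67 and 1.06 (0.0974 and 0.287), gpx4a 0.88 and 0.82 (0.268 and 0.24), dusp23-like −2.12 and −2.10 (0.13 and 0.124), ftl −1.94 and −2.15 (0.143 and 0.0763), usp5 −1.60 and −1.07 (0.13 and 0.289), gapdh −1.18 and −0.95 (0.289 and 0.331) and cstb −0.88 and −0.74 (0.146 and 0.199) for those that the block ended. Fructose-bisphosphate aldolase passed with the block (−2.20, 0.0377) but not within one scan group (−1.86, 0.107). Adjusted p-values with the block and within one scan group for the 11 that passed in both were apo 2.58e-07 and 4.17e-06, serpin 0.0172 and 0.0251, cops4 0.00285 and 0.000884, tf 0.000139 and 9.45e-05, transferrin 2.27e-07 and 6.07e-08, h-fabp 0.0271 and 0.0283, apolipoprotein A-IV3 0.0271 and 0.0179, the apolipoprotein B-like protein 0.0271 and 0.0168, a protein known from a zebrafish clone only 0.000646 and 0.000134, apoa4 0.000238 and 1.96e-05 and ace 0.000462 and 0.000717. Leaving out any 1 of the 12 arrays kept 10 genes past the threshold (apo, serpin, cops4, tf, transferrin, h-fabp, apolipoprotein A-IV3, a protein known from a zebrafish clone only, apoa4 and ace).

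The other 11 missed an adjusted p of 0.05 without any 1 of the arrays named here, with the highest adjusted p and its array in brackets: gss without water 0.5 h replicates 1 and 3 and water 3 h replicate 3 (up to 0.102, water 0.5 h replicate 3), apob without air 0.5 h replicate 3 and water 3 h replicate 2 (up to 0.0541, water 3 h replicate 2), the apolipoprotein B-like protein without water 0.5 h replicate 3 (up to 0.0507, water 0.5 h replicate 3) and apobl without water 0.5 h replicate 1, air 0.5 h replicates 2 and 3, water 3 h replicates 1, 2 and 3 and air 3 h replicates 2 and 3 (up to 0.0887, air 0.5 h replicate 3). The rest were gpx4a without water 0.5 h replicates 1 and 2, air 0.5 h replicate 3, water 3 h replicates 1, 2 and 3 and air 3 h replicates 1, 2 and 3 (up to 0.163, air 0.5 h replicate 3); dusp23-like without water 0.5 h replicate 3, air 0.5 h replicate 3, water 3 h replicate 2 and air 3 h replicate 1 (up to 0.111, water 0.5 h replicate 3); ftl without water 0.5 h replicates 1, 2 and 3, air 0.5 h replicates 1 and 2, water 3 h replicates 1, 2 and 3 and air 3 h replicate 1 (up to 0.121, water 0.5 h replicate 3); fructose-bisphosphate aldolase without water 0.5 h replicate 3, air 0.5 h replicate 3, water 3 h replicates 1 and 3 and air 3 h replicates 2 and 3 (up to 0.11, water 0.5 h replicate 3); usp5 without water 0.5 h replicates 2 and 3, air 0.5 h replicates 2 and 3, water 3 h replicates 1, 2 and 3 and air 3 h replicates 1 and 2 (up to 0.123, water 0.5 h replicate 2); gapdh without water 0.5 h replicates 1 and 3, air 0.5 h replicates 2 and 3, water 3 h replicates 1, 2 and 3 and air 3 h replicate 1 (up to 0.141, air 3 h replicate 1); and cstb without water 0.5 h replicate 3 (up to 0.0513, water 0.5 h replicate 3).

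Among gene lists, the response of plasma and yolk syncytial layer proteins differed most between 0.5 and 3 h, with a mean of 0.90 over 65 clones (camera, adjusted p = 3.19e-18). Transcripts of the mitochondrial genome had 0.45 (75 clones, 1.49e-05), cytosolic ribosomal proteins 0.44 (96 clones, 1.49e-05), globins and erythroid genes 0.44 (24 clones, 0.0382) and cell cycle and chromatin genes −0.36 (44 clones, 0.0122). With the correlation between clones estimated from the arrays, the adjusted p was 1.51e-09, 0.00852, 0.021, 0.197 and 0.0648. Means with the scan group as a block were 0.93, 0.39, 0.39, 0.24 and −0.32 (3.51e-19, 0.000399, 0.000329, 0.377 and 0.0429), and within one scan group 0.90, 0.33, 0.32, 0.14 and −0.37 (3.5e-12, 0.0126, 0.0126, 0.642 and 0.0617). Under median scaling the mitochondrial value had the opposite sign (−0.08), and the ribosomal value was 0.11, the globin value 0.33 and the cell cycle value −0.54. Leaving out 1 array, the plasma list had 0.87 to 0.94, the mitochondrial list 0.34 to 0.53 and the ribosomal list 0.27 to 0.56, each past the threshold in 12 of 12 fits. The globin list missed it without water replicate 3 or air replicate 3 of 0.5 h or without water replicate 2, water replicate 3 or air replicate 2 of 3 h (up to 0.344), and the cell cycle list without air replicate 3 of 0.5 h (0.207).

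The text of the paper gives no response to air for transcripts of the mitochondrial genome, which its Table S1 names among the large clusters of the library, nor for ribosomal proteins or globins. Mitochondrial transcripts fell at 0.5 h (mean −0.52, adjusted p = 3.61e-09, and 0.000408 with an estimated correlation; 78.7% of 75 clones lower) and had 0.15 at 6 h (0.0328, and 0.205 with an estimated correlation; 30.7% lower). The value at 6 h missed an adjusted p of 0.05 without water replicate 2 (0.181), air replicate 1 (0.101) or air replicate 2 (0.199). Ribosomal proteins had −0.30 at 0.5 h (0.00536), −0.22 at 1 h (0.0377) and 0.15 at 3 h (0.0385), with 0.205, 0.286 and 0.286 with an estimated correlation. At 0.5 h the ribosomal value was −0.12 without air replicate 2 (0.348). At 1 h it missed the threshold without water replicate 2 (0.305) or air replicate 1, 2 or 3 (0.0803, 0.0568 and 0.133), and at 3 h without water replicate 3 (0.302) or air replicate 1 or 3 (0.0914 and 0.19), where it was −0.03 without background correction and under median scaling. Globins and erythroid genes had −0.40 at 6 h (2.86e-06, 70.8% of 24 clones lower, and 0.154 with 1 value per protein) and 0.91 at 12 h (5.29e-14, 20.8% lower). Values at 0.5 h with the scan group as a block and within one scan group were −0.47 and −0.40 (3.12e-07 and 5.45e-05) for mitochondrial transcripts and −0.24 and −0.17 (0.037 and 0.16) for ribosomal proteins, and those of globins at 12 h were 1.10 and 1.001 (1.87e-17 and 5.26e-11).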

How the results depend on the processing

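Among the settings named here, the comparison within one scan group, the authors' values with the print group correction and 1 value per protein match were chosen after the data had been seen. Over counts of clones, shares and correlations, 244 values under the alternatives kept their direction and their side of the threshold or stayed within 1.5 times, 62 were lower, 55 higher, 25 moved by more than the spread between arrays and 1 changed sign. For named genes these were 4354, 618 no longer past the threshold, 174 newly past it and 2 with another sign, and for gene lists 1791, 47, 28 and 0, by the direction that camera gives. The mean of a list can change sign where that direction does not: ribosomal proteins at 3 h went from 0.15 to −0.03 without background correction and with median scaling (adjusted p = 0.952 and 0.908), and proteinases and inhibitors at 12 h from 0.07 to −0.00 with the authors' values. No clone called at an adjusted p under 0.05 at any time was called in the opposite direction under a setting that uses all the arrays. The signal limits what can be called: in air at 1 h, 64.4 to 85.4% of clones were above the empty spots, and a clone under them in a group has only a bound there. In the simulated data, 32 to 43% of changes of 1 on the log2 scale were called at this spread. Clones that a filter leaves out have no value under it.

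Counts of clones outside 1.5 times those given at the claims (thresholds: adjusted p under 0.05 and unadjusted p under 0.01) were as follows, and their cause was not tested. Without background correction, the counts were 138, 5, 73, 11 and 64 at 0.5, 1, 3, 6 and 12 h past the adjusted threshold, 239, 1457 and 182 at 1, 3 and 6 h past the unadjusted threshold, and 50 for the interaction. With median scaling, the counts were 6, 11 and 104 at 1, 3 and 12 h past the adjusted threshold, 295 at 1 h past the unadjusted threshold, and 59 for the interaction. With the authors' processed values, the counts were 70, 107 and 10 at 1, 12 and 24 h past the adjusted threshold. Without the dimmest clones, the counts were 348 at 1 h past the unadjusted threshold. After the print group correction, the counts were 1605, 150, 89, 469 and 66 at 0.5, 1, 6, 12 and 24 h past the adjusted threshold, 2024 and 518 at 0.5 and 24 h past the unadjusted threshold, and 659 for the interaction. The authors' values after the same correction gave 1438, 419, 51, 54, 375 and 42 at 0.5, 1, 3, 6, 12 and 24 h past the adjusted threshold, 1938, 1226 and 459 at 0.5, 1 and 24 h past the unadjusted threshold, and 599 for the interaction. Array weights gave 2423, 7, 2319, 4778, 2370 and 167 at 0.5, 1, 3, 6, 12 and 24 h past the adjusted threshold, 2603, 307, 2545, 4356, 2599 and 612 at 0.5, 1, 3, 6, 12 and 24 h past the unadjusted threshold, and 2827 for the interaction. With only the arrays of a comparison, the counts were 0, 4, 1, 1, 18 and 0 at 0.5, 1, 3, 6, 12 and 24 h past the adjusted threshold, 353, 154, 140 and 153 at 0.5, 1, 6 and 24 h past the unadjusted threshold, and 19 for the interaction. There limma has fewer arrays for its estimate of the spread, and the clones at an unadjusted p under 0.05 were 1455 at 0.5 h and 796 at 24 h. Chance alone gives a share of 0.05 of the 15658 clones at this level. Past the unadjusted threshold of 0.01, the 154, 140 and 153 clones at 1, 6 and 24 h lay under the 156.58 that chance alone gives. Under a block of the scan group, the counts were 120 and 39 at 0.5 and 12 h past the adjusted threshold, 482 and 448 at 0.5 and 12 h past the unadjusted threshold, and 94 for the interaction. Within one scan group, the counts were 209 and 46 at 0.5 and 12 h past the adjusted threshold and 491 at 12 h past the unadjusted threshold. The share of higher clones at an unadjusted p under 0.01 was taken again with median scaling, which moved it to 55.7, 39.3 and 53.5% at 0.5, 1 and 3 h. The count for mid-gastrula against 2–4 cells stayed within 1.5 times of 5858 under every setting.

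With 1 array left out, the lowest and highest counts and all others beyond 1.5 times were, past the adjusted threshold, at 0.5 h 177, 244 and 220 without water replicates 1, 2 and 3 and 1007 without air replicate 1, at 1 h 67, 125 and 14 without water replicates 1, 2 and 3 and 830 without air replicate 3, at 3 h 16 and 19 without water replicates 1 and 3 and 507 and 700 without air replicates 2 and 3, at 6 h 9 without water replicate 1 and 34 and 11 without air replicates 2 and 3, at 12 h 106 and 125 without water replicates 1 and 3 and 71, 206 and 63 without air replicates 1, 2 and 3, and at 24 h 11 and 26 without water replicates 2 and 3 and 45 and 29 without air replicates 1 and 2. Past the unadjusted threshold they were at 0.5 h 778 without water replicate 1 and 1613 without air replicate 1, at 1 h 375 without water replicate 3 and 493, 418 and 1241 without air replicates 1, 2 and 3, at 3 h 465 without water replicate 3 and 386 and 1223 without air replicates 1 and 3, at 6 h 133 and 433 without water replicates 1 and 2 and 628 and 109 without air replicates 2 and 3, at 12 h 871 without water replicate 2 and 472 and 494 without air replicates 1 and 3, and at 24 h 147 without water replicate 2 and 327 without air replicate 1. For the interaction they were 71 without water 0.5 h replicate 3, 292, 307 and 85 without air 0.5 h replicates 1, 2 and 3 and 83 and 61 without water 3 h replicates 1 and 3.

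Across clones, which are not independent replicates, the response to air was correlated with the change in water from mid-gastrula to 24 h (at 24 h, to 12 h). At 0.5 h it was −0.0707, and −0.00452 with the scan group as a block and −0.0203 with the authors' values after print group correction. At 1 h it was −0.0914, and −0.139 without background correction, −0.0306 with the scan group as a block and −0.138 with array weights. At 3 h it was 0.156, and 0.233 without background correction, 0.124 with the authors' processed values, 0.173 without the dimmest clones, 0.18 after print group correction, 0.113 with the scan group as a block and 0.0992 with array weights, and 0.124 to 0.159 when 1 array was left out. At 12 h it was 0.184, and 0.291 with median scaling, 0.287 after print group correction, 0.292 with the scan group as a block, 0.292 with the authors' values after print group correction and 0.0915 within one scan group, and 0.136 to 0.201 when 1 array was left out. At 24 h it was −0.0705, and −0.0266 with median scaling, −0.018 with the authors' processed values and 0.0263 with the authors' values after print group correction, and −0.0975 to −0.0195 when 1 array was left out. At 6 h it was −0.219 and stayed within the spread between arrays under every setting. The change of sign at 24 h and the other moves were not traced to a cause.

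Of named genes, vdac1 and myl6 had another sign within one scan group at 0.5 h, with log2 differences of −0.02 and 0.37 (adjusted p = 0.999 and 0.863), against −1.93 for myl6 and at least 13.1-fold higher in air for vdac1 over all arrays. The single air array of that comparison was at background for vdac1, and the cause was not tested for myl6.

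The replicate numbers of the labels were not shown to pair the arrays. Deviations of air and water arrays from their group means had a mean correlation of −0.0019 for the same number and 0.0012 for other numbers, 1 of 18 pairs was over 0.1 (range −0.305 to 0.182), and 13 of 42 arrays correlated best with their own number. With the replicate number as a block, 373, 21, 38, 23, 200 and 17 clones passed the adjusted threshold at 0.5, 1, 3, 6, 12 and 24 h. With the print group correction and the replicate block together, the counts were 1587, 143, 90, 455 and 64 at 0.5, 1, 6, 12 and 24 h past the adjusted threshold and 2008 and 511 at 0.5 and 24 h past the unadjusted threshold.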

Differences from the paper's values

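The authors' values with the print group correction and the comparison within one scan group were chosen after the values had been seen, and the other settings named here were set before the data were examined. At the paper's threshold, an unadjusted p under 0.01, the counts of clones here stand beside the paper's counts of genes. For annotated clones at 1 or more times the count was 1338, where the paper's value is 806. The count lay within 1.5 times the paper's without background correction (1176), with median scaling (1106), without the dimmest clones (1058), with the scan group as a block (1050) and with only the arrays of a comparison (888). It did not with the authors' processed values (1332), without clones at the floor (1217), after the print group correction (1852, and 1827 with the replicate block as well), with the replicate block (1344) or with array weights (3714). Within the first 3 h, 942 annotated clones passed, where the paper's value is 559. Median scaling (735), leaving out the dimmest clones (720) or those at the floor (838), the scan group block (742) and only the arrays of a comparison (575) brought this within 1.5 times. No background correction (897), the authors' values (959), the print group correction (1324, and 1297 with the replicate block), the replicate block (953) and array weights (2007) did not.

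At 0.5 h, 433 annotated clones passed, where the paper's value is 278. Values within 1.5 times came without background correction (308), from the authors' values (390), without the dimmest clones (389) and with the scan group block (226). Median scaling (438), leaving out clones at the floor (425), the print group correction (878, and 869 with the replicate block), the replicate block (435), array weights (1091) and only the arrays of the comparison (175) gave values outside. At 3 h, 820 clones passed, where the paper's value is 480. Median scaling (632), the authors' values (676), leaving out the dimmest clones (662) and the print group correction (597, and 579 with the replicate block) were within 1.5 times. No background correction (1457), leaving out clones at the floor (804), the replicate block (847), the scan group block (811), array weights (2545) and only the arrays of the comparison (895) were not. At 6 h, 284 clones passed, where the paper's value is 167. No background correction (182), the authors' values (222), leaving out the dimmest clones (248) and only the arrays of the comparison (140) were within 1.5 times. Median scaling (251), leaving out clones at the floor (265), the print group correction (395, and 392 with the replicate block), the replicate block (272), the scan group block (277) and array weights (4356) were not.

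For 55 changes of genes that the paper lists and that were above background in both groups, 37 differed by more than the standard error, each smaller in size than the paper's and none of the opposite sign. At 0.5 h, the paper's log2 value and the value here, in that order, were dusp23-like 2.86 and 2.23, mink1-like 2.05 and 0.98, prkcbb 1.92 and 1.23, atp5a1 2.36 and 1.17, gmppaa 1.96 and 1.31, gapdh (sb010P0019G20) 1.75 and 1.39, pdia3 2.91 and 1.74, alkbh5 2.42 and 1.74, gpx1a 1.33 and 0.82, gpx2 1.54 and 0.65, prdx6 1.14 and 0.82, txnrd1 1.39 and 0.83, gsn −2.89 and −1.37, taf10 (sb010P0023I14) 2.07 and 0.63, a KRAB zinc finger clone (sb010P0031M14) 1.48 and 0.92, stsl 1.99 and 0.72, lpl 1.32 and 0.84, apo −4.39 and −3.28, serpin −2.60 and −2.01, cst −2.06 and −0.60, ace 2.92 and 2.22 and adcyap1b 1.96 and 1.56. At 1 h the paper's value and that here were ndufs1 3.56 and 1.95, traf3lp2 1.06 and 0.51, gpx4b −2.07 and −1.32, apobl (sb010P0042C06) −1.75 and −1.24, slc27a1 −1.85 and −1.21 and coro2b 2.59 and 1.57. At 3 h they were eno3 1.97 and 1.03, myh10 4.67 and 2.33, adamts9 1.48 and 0.93, dennd1a 2.23 and 1.30, rlbp1a 2.18 and 1.62, scinla 2.09 and 0.95, mif6 1.85 and 1.19 and ttna 1.58 and 0.56. At 24 h they were hsp40a3b −1.45 and −0.92. The authors' processed values came within the standard error for 55 of 55, which the choice of matching clones fixed in advance. Of the 37, no background correction came within it for 9 (gapdh (sb010P0019G20), eno3, alkbh5, prdx6, adamts9, serpin, adcyap1b, dennd1a and mif6), array weights for 5 (dusp23-like, gapdh (sb010P0019G20), alkbh5, a KRAB zinc finger clone (sb010P0031M14) and serpin), median scaling for 3 (gapdh (sb010P0019G20), alkbh5 and adcyap1b) and the print group correction for 2 (serpin and adcyap1b). The other 32, 34 and 35 under the last 3 of these, and the other 28 under the first, still differed. With clones at the floor or the dimmest clones left out, the replicate block, the scan group block or only the arrays of the comparison, each value of the 37 that could be computed still differed. Leaving out the dimmest clones left no value for eno3, traf3lp2, gpx2, taf10 (sb010P0023I14), stsl, slc27a1, coro2b, dennd1a, mif6 and ttna, and the print group correction with the replicate block was not run for genes.

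A further 11 changes that the paper lists have a group below background here. In air at 0.5 h, stk39 was at least 1.26-fold higher (the paper's log2 value is 2.26) and vdac1 at least 13.1-fold (the paper's is 6.45). At 1 h mphosph8 was at least 1.15-fold higher (the paper's is 2.30) and pcdh9 at least 1.06-fold (the paper's is 2.07), and at 3 h psme1 at least 1.25-fold (the paper's is 1.99). Camk2d, cyp7a1, irak1bp1, ubn1, grhl3 and ubc had both groups below background at 1 h, where the paper's values are 1.60, 1.52, 1.52, 1.52, 1.52 and 1.95. For cyp7a1, irak1bp1, ubn1 and grhl3, all 6 arrays were at the lowest value of their array in the authors' values. Their 1.52 equals the difference between air and water in the mean of these lowest values at 1 h, and is no measured change of these genes.

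Of 66 changes that the paper lists for genes it names, on clones that hold the listed values, 22 passed an adjusted p of 0.05 here. The paper's unadjusted 0.01 was passed by 53 and an unadjusted 0.05 by 63. Some settings passed genes of this list at the adjusted threshold that are not among the 22, and missed others of the 22. No background correction added 2 (atp5a1 and ftl) and missed 11, median scaling added 4 (atp5a1, gmppaa, gpx1a and mink1-like) and missed 6, and the authors' values added 5 (atp5a1, camk2d, gpx1a, gsn and stk39) and missed 6. Leaving out the dimmest clones added 1 (atp5a1) and missed 0 of the values it kept, and the replicate block added 1 (txnrd1) and missed 2. The print group correction added 13 (the KRAB zinc finger clone sb010P0031M14, alkbh5, atp5a1, gmppaa, gpx1a, gpx4b, gsn, hsp40b11, lpl, mink1-like, slc27a1, stsl and znf300b) and missed 1. Array weights added 19 (sb010P0031M14, alkbh5, aqp3a, atp5a1, cst, ctsd, ftl, gpx1a, gpx2, gsn, hsp40b11, lpl, mink1-like, myh10, psme1, stk39, both taf10 clones and txnrd1) and missed 2. The authors' values with the print group correction, a setting chosen after the values had been seen, added 18 (sb010P0031M14, apobl, atp5a1, dennd1a, gpx1a, gpx4b, gsn, hsp40b11, lpl, mink1-like, mphosph8, slc27a1, stk39, stsl, taf10, ttna, ubc and znf300b) and missed 4. The scan group block added 0 and missed 14, and only the arrays of a comparison added 0 and missed 22.

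Leaving out single arrays also added changes. Without water replicate 1 it was slc27a1, with 10 of the 22 missed, and without water replicate 2 it was alkbh5, slc27a1 and txnrd1, with 9 missed. Without air replicate 1, 11 were added (sb010P0031M14, atp5a1, gmppaa, gpx1a, gpx2, gsn, hsp40b11, lpl, mink1-like, stk39 and taf10) and 4 missed. Without air replicate 2, 7 were added at 3 h (adamts9, ctsd, dennd1a, eno3, mif6, rlbp1a and scinla) and 12 missed. Without air replicate 3, 16 were added (apobl, camk2d, cyp7a1, gpx4b, irak1bp1, slc27a1, traf3lp2, ubc and znf300b at 1 h, ctsd, dennd1a, eno3, mif6, rlbp1a and scinla at 3 h, and gmppaa at 0.5 h) and 9 missed. Without water replicate 3, 0 were added and 11 missed.

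Some directions and genes that the paper states were not found here at an adjusted p under 0.05. The paper also compared selected genes with qPCR on the same RNA, which was not examined here. It states a strong and passing rise of 5 kinase pathway genes within the first hour. Of these, dusp23-like (2.23, adjusted p = 0.000735) and prkcbb (1.23, 0.0431) rose at 0.5 h here, and mink1-like had 0.98 (0.0929). For stk39 there was only a bound, and camk2d was below background. At the paper's level, an unadjusted p under 0.01 (limma), 4 of the 6 signaling clones were higher at 0.5 h. The paper states that strap rises, but strap had −0.42 at 3 h (0.697) and −0.03 at 24 h (an adjusted p of 1). The clone paired with strap does not hold the value listed for 3 h. For chaperones it states that hsp4-like rises at 0.5 h, where hsp4l had 0.20 (0.966) on a clone that does not hold the listed value, and hsp40b11 (0.81 at 0.5 h, 0.113) and hsp40b6 (0.69 at 3 h, 0.139) passed the unadjusted but not the adjusted threshold, while hsc70 and hsp47, stated not to change, were not called (6 clones). Of metabolic genes stated to rise, gapdh did at 0.5 h on 2 clones (1.39 and 0.77, adjusted p = 0.00389 and 0.042) and fell on another (−1.10, 0.0434), and eno3 (1.03 at 3 h, 0.149) and ndufs1 (1.95 at 1 h, 0.182) passed the unadjusted but not the adjusted threshold. Of the antioxidant genes stated to rise, prdx1 (1.16, 0.0313), prdx6 (0.82, 0.0204), pdia3 (1.74, 0.0418) and nqo1 (1.09, 0.0465) did so at 0.5 h, and gpx1a (0.82, 0.0634) and ftl (1.17, 0.0758) missed the adjusted threshold. None of these rises passed with the scan group as a block (0.215 to 0.56). Of other glutathione peroxidases, gpx4a fell (−1.12, 0.00107), as did clones matched to phospholipid hydroperoxide glutathione peroxidase (−1.72, −1.54 and −1.99). gpx2, gpx4b and gpx4 were not called (0.65, 0.71 and −0.48). The 4 mnsod clones were not called at any time within 3 h (limma, adjusted p = 0.155 or more), with 2 past an unadjusted p of 0.05, 1 higher at 3 h and 1 lower at 0.5 h. Of the genes of the NF-κB pathways, commd7 rose at 1 h (1.85, 0.000124), traf3lp2 had 0.51 (0.169) and irak1bp1 was below background. The clones that Table S2 pairs with nqo1, gpx4a, gpx4, capn1a, fkbp1b, col1a1b, apoa4, apoa-IV3, apob and apobl, and 1 with gapdh, likewise do not hold the values listed for 0.5 h, nor do those of rorcb, atp5a1 and psma8 for 1 h, apobl for 3 h and ubc for 24 h.

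The paper states that cystatins fall before proteases rise, but cstb rose at 0.5 h (1.07, adjusted p = 0.000735) and cst had −0.60 (0.365) and rose at 12 h (1.56, 0.00398), while serpin fell at 0.5 h (−2.01, 0.0378) and npepps rose at 3 h (1.23, 0.035), as stated. The scan group as a block ended the calls of cstb (0.70, 0.112) and serpin (−1.52, 0.504) at 0.5 h and of cst at 12 h (1.46, 0.0944). Calpain (capn1a, 0.57 at 0.5 h, 0.0561) passed the unadjusted but not the adjusted threshold, and adamts9 (0.93 at 3 h, 0.194) passed neither. Of the ubiquitin pathway, usp5 rose at 0.5 h (1.17, 0.0222), but uch-l1 had 0.82 (0.575) on a clone that does not hold the listed value. The cell cycle and chromatin list had a mean of 0.12 at 0.5 h (0.388), and at 3 h, where the paper states activation, it had −0.24 (0.0487), with 0.205 at an estimated correlation, and the threshold was missed in 4 of 6 fits without 1 array and in 5 other settings. Of the paper's own 10 clones of cell proliferation and the cytoskeleton, 2 rose and 0 fell at 3 h adjusted over the list alone (median 0.08). Of lipid genes, the falls of apolipoproteins and of h-fabp (−3.26 at 0.5 h, 4.18e-06) and the rise of apo at 3 h (2.59, 0.000235) are as the paper states, while fabp6 (−0.56 at 0.5 h, 0.206, and −0.71, 0.0929, on the clone with the listed values), lpl (0.84, 0.163), stsl (0.72, 0.143) and ctsd (1.13 at 3 h, 0.113) missed the adjusted threshold. Of development genes, lphn2 had −0.26 at 1 h (0.718) on the clone that Table S2 pairs with it, and 1.52 (0.15) on the clone that holds the listed values. At 1 h epyc had −0.49 (0.712, above background on 1 of 3 air arrays) on the paired clone, and the clone that holds the listed values was not above background in water. At the unadjusted threshold, 2 of the 11 development and hatching clones were higher at 0.5 h and 5 at 3 h, as the paper states for most of them. Flce, stated to rise late, had 0.31 at 12 h (0.72, on a clone that does not hold the listed value) and 0.39 at 24 h, although the hatching enzymes as a list rose at 24 h (0.31, 0.00174). Genes of the eye, stated to fall from 1 h and to rise mostly from 3 h onwards, had a list mean of −0.21 at 1 h (0.0436, but 0.181 with an estimated correlation, and not called in 4 of 6 fits without 1 array and 6 other settings), of the sign stated for that time, and 0.11 at 3 h (0.368) and 0.09 at 24 h (0.388).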

Other observations

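The scores against developmental stages, the tests of position on the slide, of a wrong label, of the scan group and of slower development, and the other splits of the arrays were chosen after the results had been seen. At 12 h in air, 2 enzymes that protect cells against oxidants and foreign compounds fell, while the antioxidant list as a whole had a mean of −0.000458 (126 clones, adjusted p = 0.969). Glutathione S-transferase, which joins glutathione to harmful compounds, fell, with −1.36 (clone sb010P0022D18, standard error 0.27, adjusted p = 0.00621). NAD(P)H dehydrogenase quinone 1 fell, with −1.01 (clone sb010P0012K21, standard error 0.22, adjusted p = 0.0154). In both the 3 air arrays lay below the 3 water arrays. The block of the scan group gave −1.09 and −0.84 (0.207 and 0.249) and one scan group alone −1.13 and −0.90 (0.276 and 0.298). Glutathione S-transferase missed an adjusted p of 0.05 without water replicate 1 (−1.17, 0.0611) or air replicate 1, and the quinone enzyme without water replicate 2, air replicate 1 (−0.89, 0.116) or air replicate 3. Over 8 settings the adjusted p was 5.34e-06 to 0.0543 for the first (0.0543 without background correction) and 7.93e-05 to 0.0483 for the second, with −0.60 after the print group correction and −1.62 in the authors' values. Peroxiredoxin 1 (prdx1) had −0.995 (0.0981). Muscle genes had a mean of 0.02 at 12 h (67 clones, 0.992). Limma called 0 of them, with 7 at an unadjusted p under 0.05 and 2 when adjusted over the list alone, and myosin light chain 2 had 2.06 (0.0777) and tropomyosin 4 had 1.96 (0.18).

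On a score of gene expression that is 0 at mid-gastrula and 1 in water at 24 h by construction, embryos in air had lower values than those in water at 1 and 6 h and higher ones at 3 and 12 h. At 6 h the score was 0.452 ± 0.042 in water (0.403 to 0.479) and 0.368 ± 0.014 in air (0.355 to 0.382; mean ± SD, 3 arrays each). At 12 h it was 0.731 ± 0.037 in water and 0.827 ± 0.017 in air (0.808 to 0.839), with the 1 water array of the scan group of the air arrays at 0.769. At 3 h it was 0.111 ± 0.009 in water and 0.193 ± 0.031 in air. The arrays of the 2 groups lay apart at these 4 times, each as in 10% of cases by chance, and overlapped at 0.5 h, with 0.172 in water and 0.135 in air, the score being 0.109 and 0.066 at 1 h. At 24 h it was 0.934 in air, where the water arrays define the score and no comparison is made. The 2 ends of this score were not in the same scan group. The block of the scan group left the responses at 1 and 3 h as they were, but moved their correlation with the change from mid-gastrula to 24 h. Scan group may therefore enter the score, and at 12 h, where it goes with exposure in part, the 2 cannot be told apart.

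Calls at 0.5 h fell unevenly over the 48 print groups of the slide (chi-square 186 for the 118 clones higher in air and 197 for the 259 lower, 47 degrees of freedom; p = 1e-05, the smallest that 100000 resamples give). Position on the slide may take part, since the print group held 30.5% of the variance of the deviations from the group means on the median array. Against the print group alone as the source, 97.3% of the calls were kept in the same direction after it was taken out. Against a shared function of the clones of a print group, 0 of 17 gene lists were unevenly placed (smallest adjusted p = 0.0806, water and ion transport, and unadjusted p = 0.00474). The 584 higher and 1021 lower calls after the correction were still uneven (chi-square 91.9 and 120), and what part of the calls position makes stays open.

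Air arrays at 0.5 h lay nearer to the profile of 2–4 cell embryos than water arrays (−0.196 ± 0.068 against −0.071 ± 0.012, a difference of −0.125). Against one wrong label, 68.9% of the difference or more was left without any 1 array. Against the signal level of the arrays, it predicted 9.04% of the difference. At 1 h, 7.58% of the difference was seen (−0.0095). This cannot decide on slower development in air, since the score did not follow age in water. There it was −0.071 at 0.5 h, −0.099 at 1 h and −0.025 at 3 h, after 0 at mid-gastrula. The scan group stays open, since 1 air array alone shares that of the water arrays (5.85 SD of these below the lowest), as do other differences in the handling of the embryos or their RNA, which were not tested.

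Fewer clones were called at 0.5 h (120 against 377) and at 12 h (39 against 199) with the scan group as a block. Against a difference shared by the 2 scan groups, the correlation of the deviations at the 2 times was −0.482, of the opposite sign to a shared difference and larger in size than each of 594 correlations of such deviations in other groups (highest 0.452), and it was −0.145 after the print group correction. Against the smaller number of arrays compared, leaving out 2 of the 3 air arrays at 0.5 h or 2 of the 3 water arrays at 12 h called a median of 478 (209 to 1885) and 132 (46 to 415) clones, 3.98 and 3.38 times the block's. What sets these arrays apart stays open.

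For 3 arrays against 3 there are 10 splits, too few for a share under 0.05. Past an adjusted p of 0.05, the real count, the highest other and the number of splits with as many, the real one included, were 377, 52 and 1 at 0.5 h, 20, 29 and 2 at 1 h, 33, 4 and 1 at 3 h, 22, 198 and 2 at 6 h, 199, 3 and 1 at 12 h, and 17, 9 and 1 at 24 h. Past an unadjusted p of 0.01 they were 1006, 860 and 1, 747, 752 and 2, 820, 329 and 1, 284, 844 and 2, 766, 525 and 1, and 264, 341 and 3. For mid-gastrula against 2–4 cells they were 5858, 30 and 1. At 6 h the 198 and 844 clones came from exchanging water replicate 2 and air replicate 2, several times the real counts, which points to a structure of these 6 arrays other than exposure. At 0.5 h the 3 splits that keep the 2 air arrays of the other scan group together gave 52, 8 and 10 clones past the adjusted threshold, and those that part them 0 to 37.

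Between times, 8 clones called at 0.5 and 12 h went in opposite directions (adjusted p under 0.05, 2.17 by chance) and 9 called at 6 and 12 h (0.124 by chance). At an unadjusted p under 0.01, 47 went in opposite directions at 0.5 and 12 h (23.2 by chance), 23 were lower at both 0.5 and 6 h (4.93 by chance) and 26 at both 12 and 24 h (5.34 by chance). In the authors' values at 1 h, 454 of 740 clones higher in air at an unadjusted p under 0.01 (61.4%) had all 3 water arrays at the lowest value of their array, and 360 all 6 arrays, where that lowest value was on average 1.52 higher on the log2 scale in air than in water.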
